# Astrocytes in the Optic Nerve Are Heterogeneous in Their Reactivity to Glaucomatous Injury

**DOI:** 10.3390/cells12172131

**Published:** 2023-08-23

**Authors:** Ying Zhu, Rui Wang, Anthony C. Pappas, Philip Seifert, Andrej Savol, Ruslan I. Sadreyev, Daniel Sun, Tatjana C. Jakobs

**Keywords:** glaucoma, astrocytes, optic nerve head, RNA-sequencing, phagocytosis, mitophagy

## Abstract

The optic nerve head is thought to be the site of initial injury to retinal ganglion cell injury in glaucoma. In the initial segment of the optic nerve directly behind the globe, the ganglion cell axons are unmyelinated and come into direct contact to astrocytes, suggesting that astrocytes may play a role in the pathology of glaucoma. As in other parts of the CNS, optic nerve head astrocytes respond to injury by characteristic changes in cell morphology and gene expression profile. Using RNA-sequencing of glaucomatous optic nerve heads, single-cell PCR, and an in-vivo assay, we demonstrate that an up-regulation of astrocytic phagocytosis is an early event after the onset of increased intraocular pressure. We also show that astrocytes in the glial lamina of the optic nerve are apparently functionally heterogeneous. At any time, even in naïve nerves, some of the cells show signs of reactivity—process hypertrophy, high phagocytic activity, and expression of genetic markers of reactivity whereas neighboring cells apparently are inactive. A period of increased intraocular pressure moves more astrocytes towards the reactive phenotype; however, some cells remain unreactive even in glaucomatous nerves.

## 1. Introduction

Glaucoma leads to progressive degeneration and death of retinal ganglion cells and their axons [1,2]. The main risk factors are elevated intraocular pressure (IOP), genetics and a positive family history, and advancing age [3,4,5]. In spite of many recent advances, it is not completely understood why ganglion cells degenerate in glaucoma.

Retinal ganglion cell axons are unmyelinated in the retina and optic nerve head (ONH) until they have cleared the laminar region, which is made up exclusively of astrocytes in mice (“glial lamina”, see Supplementary Figure S1 for a schematic) and of astrocytes supported by a collagenous lamina cribrosa in larger species [6,7,8]. Due to mechanical stress by elevated IOP, the lack of myelin, and possibly vascular factors, axons may be particularly vulnerable in the nerve head region [9,10]. Several studies have identified morphological and gene expression changes in the glial cells of the ONH early in the course of the disease before the first signs of degeneration of ganglion cells are visible in the retina [11,12,13,14,15,16,17,18,19]. Given the close proximity of astrocytes to the unmyelinated axons and reactive changes observed in those astrocytes, they have been implicated in the progression of glaucoma [20,21]. All types of injury to the CNS induce a reactive response in astrocytes and reactive astrocytes can exert many functions, both protective and detrimental to surrounding neurons [22,23,24,25]. Recent studies identified gene expression profiles of astrocytes that assumed a neurotoxic (or type A1) state in neuroinflammation, or a neuroprotective (type A2) state that dominates after ischemic injury [26,27]. However, this classification should not be interpreted as denoting fixed cell types but rather as patterns of astrocyte reactivity in response to signals from their environment [28]. Whether astrocytes take a more neuroprotective or neurotoxic route may depend not only on the nature of the injury., but also on the spatial or temporal distance from the point of injury [29,30,31].

There is evidence that at least in the early stages of glaucoma, the protective role dominates. In the optic nerve (as in other tissues, such as the spinal cord [32,33]), general inhibition of astrocyte reactivity leads to a worse visual outcome and increased ganglion cell death following eye injury [34]. However, it is not yet clear in the context of glaucoma which of the many functions of astrocytes are beneficial for ganglion cell and axon preservation. Optic nerve head astrocytes respond to elevated intraocular pressure with characteristic morphological changes. The processes of astrocytes in uninjured nerves are oriented perpendicularly to the axis of the optic nerve and form glial tubes through which the ganglion cell axons pass as bundles [8]. After elevation of IOP, some astrocyte processes sprout longitudinal processes that often invade the axon bundles and contain degraded mitochondria [14,18]. This behavior is apparently typical of glaucomatous optic nerves; however, in many other ways—axonal swelling, accumulation of abnormal mitochondria, and thickening of blood vessel walls—morphological changes in glaucomatous nerves resemble those that occur during normal aging [35,36]. In the present study, we asked three questions. First, what are the differences between glaucomatous and aged nerves on the level of gene expression? Second, what cellular functions of astrocytes are activated in the optic nerve head after elevation of IOP? And third, do optic nerve head astrocytes behave as a single group, or do individual cells differ in their reactions to elevated IOP? We used a combined approach of RNA sequencing, single-cell quantitative PCR, and morphological analysis of single astrocytes in situ to demonstrate that sprouting of new processes and an up-regulation of phagocytosis are characteristic of glaucomatous, but not aged astrocytes. Furthermore, even though all astrocytes in the optic nerve head apparently belong to a single morphological type [8], their reactive profiles are very heterogeneous. 

## 2. Materials and Methods

### 2.1. Animal Husbandry

All animal studies were carried out in accordance with the Association for Research in Vision and Ophthalmology (ARVO) guidelines for the Use of Animals in Ophthalmic and Vision Research and approved by the Institutional Animal Care and Use Committee of the Schepens Eye Research Institute. Male and female C57bl/6 mice were obtained from the Jackson Laboratory (stock number 000664). C57bl/6 mice for RNA-sequencing were 13 and 40 weeks (10 months) old. The mouse line B6.*hGFAPpr*::EGFP was bred in our colony. The original strain *hGFAPpr*::EGFP was kindly provided by Helmut Kettenmann (Max Dellbruck Center, Berlin, Germany). This strain expresses EGFP stochastically in individual astrocytes throughout the brain and optic nerve [8,37,38]. Since the strain was originally on the FVB/N background and carried the rd1 mutation, we backcrossed it with C57bl/6 mice for >10 generations. All animals were group housed under 12 h dark and light cycles and received water and food at libitum.

### 2.2. Microbead Injection and Tissue Preparation

The microbead occlusion model was used to induce elevated IOP [39,40]. Before microbead injection, the baseline IOP was measured with a TonoLab rebound tonometer (ICare, Espoo, Finland) under 1.5% isoflurane anesthesia delivered via a nose cone. Polystyrene microbeads (15 µm diameter, Invitrogen, Carlsbad, CA, USA) were injected into the anterior chamber of the right eye at a concentration of 1.6 × 10^6^ beads in 1 µL sterile PBS using a beveled glass needle (100 µm tip size) attached to a Hamilton syringe. Control groups received an injection of sterile saline solution. All mice were followed by IOP measurements twice weekly for one month. All IOP measurements were taken at the same time of day (mid-morning) to minimize circadian variation. Cumulative IOP (cIOP) was calculated as the area under the curve for IOP over time (in mmHgDays). At the end of the experiment, mice were euthanized by CO_2_ inhalation, and retinas and optic nerves were dissected. The unmyelinated segments of the optic nerves were identified under a dissecting microscope and stored in an RNAlater tissue storage agent (Invitrogen). Retinas were whole-mounted on nitrocellulose filters, fixed in 4% (*w*/*v*) paraformaldehyde in phosphate-buffered saline (PBS), and stained with a mouse monoclonal antibody against Brn3a (Millipore Sigma, MAB1585, Burlington, MA, USA), a marker for retinal ganglion cells, followed by a fluorescent secondary antibody (donkey anti-mouse IgG, catalog no. 715-586-150, Jackson Immunoresearch, West Grove, PA, USA). For ganglion cell counting, 8 image stacks (2 from each quadrant of the retina) were taken through the ganglion cell layer of each retina at a position equidistant to the border of the retina and optic nerve head. Image stacks were imported into ImageJ and automatically counted by a user-written routine. Ganglion cell densities were averaged for each retina and ganglion cell nuclei per mm^2^ were calculated.

### 2.3. RNA Extraction and RNA-Seq

Unmyelinated portions of 4 right optic nerves (from 4 individual mice) were pooled for each RNA extraction. In all cases, 2 of the nerves were from male, and 2 from female mice. Microbead-injected and saline-injected control nerves were processed in parallel. Total RNA was extracted using RNeasy micro columns (Qiagen, Hilden, Germany) and quantified using a Bio Analyzer 2100 (Agilent, Santa Clara, CA, USA). Only preparations with RNA integrity number > 9 were used for RNA-sequencing (details are summarized in Supplementary Table S1). Four biological replicates were used for each group. RNA-sequencing was carried out in the MGH Next Generation core facility (Department of Molecular Biology at MGH). RNA-seq libraries were constructed using the Clontech SMARTer Ultra Low Input RNA Kit for Sequencing v3 (Takara, Kusatsu, Japan) and sequenced on an Illumina HiSeq2500 instrument, resulting in approximately 30 million reads per sample on average. Transcriptome mapping to full genome sequences for *Mus musculus* (UCSC version mm10) was performed with STAR version 2.3.0 [41]. Read counts for individual genes were produced using FeatureCounts [42]. Differential expression analysis was performed using the DESeq2 R package after normalizing read counts and excluding those genes with normalized read counts equal to 0 across all replicates [43]. Differentially expressed genes were defined based on the criteria of a *p*-value < 0.01 (unpaired *t*-tests) and false discovery rate (FDR) < 0.05. Ingenuity Pathway Analysis (Qiagen) was used for pathway analysis.

### 2.4. Dye Injection into the Superior Colliculus

A cohort of 10 mice were injected with microbeads as described above. A control group of 10 mice received saline injections. On day 13 (i.e., four days before the end of the experiment), MitoTracker^TM^ Red FM (Invitrogen, M22425) was injected into the left superior colliculus of each mouse. This time point was chosen because we wanted to maximize the amount of dye in transit for imaging the optic nerve [44,45]. Mice were anesthetized with ketamine and xylazine, and a small hole was drilled in the skull overlying the superior colliculus. About 0.5 μL of a 200 nM solution of MitoTtracker^TM^ Red FM was injected slowly into the tissue with a glass microneedle attached to a Hamilton syringe [46]. After the injection, the hole was filled with Gelfoam (Pfizer) and the skin was closed with a surgical staple.

### 2.5. Tissue Preparation and Confocal Microscopy

After euthanasia with CO_2_ followed by cervical dislocation, the cranium was opened and the bones and brain were removed, exposing the optic nerves including the optic chiasm. The whole skull base was then fixed in 4% paraformaldehyde for one hour. Then the optic nerves were dissected free from the surrounding tissue, postfixed with 4% paraformaldehyde, and embedded in 6% *w*/*v* agarose in PBS. Serial thick (200 μm) sections of the unmyelinated region of the optic nerve were cut on a Leica VT100S vibratome (Leica Microsystems, Buffalo Grove, IL, USA), mounted in Vectashield (Vector Laboratories, Burlingame, CA, USA), and used immediately for imaging on a Leica SP8 confocal microscope. Image stacks were taken through each optic nerve section using a 63× glycerol immersion objective (numerical aperture 1.4). Image stacks that were to be used for quantification were taken without additional optical zoom at the same laser settings, scan speeds (400 Hz), and pixel size (1024 × 1024 pixels, 0.4 μm/pixel). The z-step size was matched to the pixel size in the x and y planes (0.4 μm/pixel). Some cells were imaged at higher magnification to show fine morphological detail. These image stacks were not used for quantification.

For immunohistochemistry, optic nerves were cryoprotected overnight with 30% *w*/*v* sucrose in PBS, embedded in OCT compound, and sectioned at 16 µm. Sections were incubated on the slides in primary antibodies (rat monoclonal anti-galectin 3, Cedar Lane CL8942AP; chicken polyclonal anti-GFAP, Abcam, AB4674; and rabbit polyclonal anti-Iba1, Fujifilm-Wako 019-19741). Secondary antibodies (donkey anti-rat, chicken, or rabbit conjugated to FITC or TRITC were obtained from Jackson Immunoresearch).

### 2.6. Transmission Electron Microscopy (TEM)

The tissue preparation for TEM is described in detail in an earlier publication from our laboratory [35]. Sections from young (3 month), old (10 month), and microbead-injected (1 month after injection) nerves were used to image optic nerve astrocytes. Astrocyte process thickness was measured on TEM images at medium (2900×) magnification. Astrocyte process thickness was measured in young, old, and microbead-injected nerves using ImageJ.

### 2.7. Image Analysis

Confocal image stacks (8 bit per color channel) were imported into Matlab (The Mathworks, Natick, MA, USA) and split into the red channel (containing the signal from the MitoTracker^TM^ Red FM) and green channel (containing the signal from EGFP-labeled astrocytes). The red channel was converted to black and white, median filtered with a kernel size of 3 × 3 pixels, and mitochondria were identified using the bwlabeln function in Matlab. This function returns matrices of all connected components (i.e., mitochondria). As most of these mitochondria were not inside an EGFP-labeled astrocyte, in the second step the identified mitochondria were compared with the pixel values in the green channel. All labeled mitochondria that were completely surrounded by green signal from astrocytes (defined as a pixel intensity value of >100 in the green channel) were identified by a user-written algorithm. In addition, total astrocyte volume and total mitochondria volume were measured by the same algorithm. The processed image stacks were reconstructed using the Amira software package (Visage Imaging, San Diego, CA, USA). The total number of astrocytes and number of MitoTracker^TM^ Red FM-containing astrocytes in each stack was determined with ImageJ by an observer ignorant of the IOP history of the eye.

### 2.8. Single-Cell RT-PCR

Naïve 13- and 40-week-old C57bl/6 mice (3 animals per group) were used for the age comparison of astrocyte gene expression. In addition, microbead-injected mice and saline-injected control mice were used (4 animals per group). Unfixed optic nerve heads were dissected free of the surrounding tissue and separated from the myelinated region of the nerve under microscopic control. The tissue was digested with papain and dissociated into single cells as described before [47,48]. Individual astrocytes were collected into thin wall PCR tubes containing the buffer for reverse transcriptase and PCR (Access PCR System, Promega, Madison, WI, USA), primers for phagocytic markers, reactive astrocytes of neuroprotective and neurotoxic types [49], positive and negative controls. All primer sequences were chosen from the Harvard Primer Bank [50] or designed and tested in-house. Primer sequences are given in Supplementary Table S2. Reverse transcription and first-round amplification were carried out for all primers simultaneously using the Access PCR system with 17 cycles. Second-round PCR or qPCR was carried out for all genes separately on a Lightcycler 480 Instrument (Roche Applied Science, Penzberg, Germany). Gapdh and Oaz1 were used as internal controls and cells that did not express detectable levels (defined as a Ct value of >32) of both genes were not analyzed.

### 2.9. Statistical Analysis

All statistical analysis was carried out in Matlab (The Math Works, Natick, MA, USA) or R (The R foundation). For microbead injection experiments, the sample size needed to detect a 15% loss of ganglion cells at α = 0.05 with a power of 0.8 is *n* = 6; however, for RNA-sequencing larger group sizes (*n* = 16) were used because a single optic nerve does not yield sufficient RNA for one biological replicate. For the experiment using MitoTracker^TM^ Red FM, group sizes of *n* = 10 were used. Single-cell PCR has a high variability. We calculated that *n* = 12 cells per condition would be sufficient to detect a 2-fold change in expression levels with α = 0.05 at 0.8. Delta Ct values were calculated for every gene (Ct_target_—Ct_Gapdh_), and expression levels were calculated as 2^(-ΔCt). Expression levels in microbead-injected versus saline-injected and aged versus young cells were calculated and compared using *t*-tests with Bonferroni correction for multiple comparisons (whole-population comparison). Since expression levels were different for different genes, the data was then normalized for further analysis. Delta Ct values were averaged over all cells in the microbead versus saline and aged versus young groups, respectively. Individual Ct values were subtracted from the averages and divided by the standard deviation. The results were used for generating heatmaps with the rows representing genes and the columns representing individual astrocytes. Then, 95% confidence intervals were calculated for cells from microbead-injected eyes and cells from aged eyes, respectively. If the confidence intervals did not include 0, the genes were considered significantly up- or down-regulated in the microbead (or aged) group.

For morphological analysis of astrocytes, all groups of measurements were first tested for normal distribution (Shapiro–Wilk test), and a non-parametric test (Wilcoxon rank sum test) was used if a group did not pass the test at an alpha level of 0.05. ANOVA with Tukey–Kramer post hoc tests was used to compare IOP measurements and measurements of astrocyte process thickness from electron microphotographs. Linear regression was calculated by the least square method. All values are given as mean ± standard deviation, unless stated otherwise.

### 2.10. Data Sharing

RNA sequencing data was deposited to GEO (GSE139605). Original image stacks of MitoTracker^TM^ Red FM-injected optic nerve heads in B6.*hGFAPpr*::EGFP mice were deposited to the Harvard Dataverse and are accessible under https://dataverse.harvard.edu/dataverse/astrocytes2019 (accessed on 21 August 2023).

## 3. Results

### 3.1. Gene Expression in Optic Nerve Heads from Eyes with and without Elevated IOP

We profiled the gene expression in the glial lamina, the unmyelinated region of the optic nerve (Supplementary Figure S1) of C57bl/6 mice in four groups: a group of young adult mice (13 weeks, *n* = 16, male:female 1:1) that had experienced one month of unilaterally elevated IOP, an age-matched control group (saline injection, *n* = 16), an age-matched (13 weeks) group of naïve mice, and finally a group of aged (10 month) naïve mice. 

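RNA-sequencing was carried out on the glial lamina, where astrocytes ensheath the unmyelinated axons of the optic nerve head. 16 libraries were analysed here, 4 in each of 4 groups, and each library pooled the nerve heads of 4 mice, 2 male and 2 female. The groups were young naïve mice (13 weeks), aged naïve mice (40 weeks), and young mice 4 weeks after saline or polystyrene microbeads were injected into the anterior chamber. Microbeads obstruct the outflow of aqueous humor and so raise IOP. Each library came from different mice, and the spread between libraries holds both biological and technical differences. The authors aligned the reads to the mouse genome mm10 with STAR 2.3.0 and counted them per gene with featureCounts, for which no version is given in the sources used here. The deposited count table holds 23337 genes, of which 19129 had a count. Total counts of young naïve libraries 1 to 4 were 9271125, 9057629, 9253260 and 8705409, and those of aged naïve libraries 1 to 4 were 7670359, 8920720, 7465849 and 6213789. Saline-injected libraries 1 to 4 held 8055203, 10258288, 8317596 and 8273467 counts, and microbead-injected libraries 1 to 4 held 7321554, 9316939, 9874656 and 10726122. The paper left out 1 saline-injected and 1 aged library as outliers in a principal component analysis. The authors' deposited comparison tables hold the other 14 libraries, so that aged replicate 2 and saline replicate 4 are the libraries left out. Counts were normalized by TMM and tested with edgeR's quasi-likelihood test in 1 fit over all 4 groups, covering the 14541 genes with sufficient counts in the 14 libraries and 14417 genes in all 16. A gene was called at the paper's thresholds, a fold change of at least 1.5, p under 0.01 and an adjusted p (Benjamini-Hochberg) under 0.05. Expression is given as CPM, the counts of a gene scaled to the TMM-normalized total of its library, as mean ± SD. On simulated counts for the aged and young groups with 14401 genes tested, 20 of 75 genes changed 1.5-fold and 62 of 67 changed 4-fold were called. Genes changed 1.5-fold lie at the fold minimum itself, which leaves out part of them at any number of libraries.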

At 13 weeks (young adulthood), the murine retina and optic nerve are fully mature, whereas a 40-week-old mouse would be considered middle-aged [51,52]. This age was chosen because it corresponds to the age when the incidence of glaucoma in humans starts to rise and corresponds roughly to a human age of about 40 years [3]. Injection of microspheres into the right anterior chamber led to an increase in IOP (Figure 1A–D) and a loss of about 15% of ganglion cells in the injected eye one month later (Figure 1E–G). Injection of saline solution did not change IOP or ganglion cell density in the retina (Figure 1A). Total RNA was isolated from 4 optic nerve heads (originating from 2 male and 2 female mice each, Supplementary Table S1) per each of 4 biological replicates. We did not use the contralateral eyes as controls because IOP manipulation in one eye can lead to glial activation in the untreated contralateral eye [53,54]. 

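The 16 libraries were rich in transcripts of astrocytes, of the meninges and of myelin. Gfap, the intermediate filament of astrocytes (chromosome 11 of mm10 from 102887336 to 102897200), ranged from 2429 to 9882 CPM. Ptgds, a prostaglandin D synthase made by meningeal cells, ranged from 4941 to 39284 CPM. Mbp, the myelin basic protein, ranged from 3919 to 10329 CPM and was above Gfap in each naïve library. The 10 most abundant genes of a library held 7.86% to 12.4% of its counts, and 16446 to 17007 genes had at least 1 count. More than 10 counts were found for 15055 genes in at least 1 library, for 16964 genes summed over the 16 libraries and for 12672 genes in every library.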

A total of 14,926 genes had read counts > 10 in our samples. Principal component analysis showed good clustering for all but 2 outliers (one in the Saline group and one in the 40-week naïve group), which were excluded from further analysis (Supplementary Figure S2). 

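The libraries that were left out differed from the others of their group in many genes. Lars2, the mitochondrial leucyl-tRNA synthetase (chromosome 9 of mm10 from 123366940 to 123462664), stood at 676 CPM in aged replicate 2 and at 8495, 9050.5 and 9263 CPM in aged replicates 1, 3 and 4. In saline replicate 4 it reached 5568 CPM, against 130.0, 90.6 and 109 CPM in saline replicates 1 to 3 and 4217 to 6003 CPM in the microbead-injected libraries. Ngfr, the p75 neurotrophin receptor, showed the same division, with 2.12 CPM in aged replicate 2 and 47.5 CPM in saline replicate 4, where saline replicates 1 to 3 had 4.89, 6.84 and 5.32 CPM. Gfap was 2429 CPM in aged replicate 2 and 8176 CPM in saline replicate 4. The first component of a principal component analysis over all 16 libraries held 32.0% of the variance. On it, saline replicate 4 lay at 18.7, the microbead-injected libraries at 11.0 to 17.6 and saline replicates 1 to 3 at -34.6 to -29.4. Aged replicate 2 lay at -4.35, apart from the other aged libraries at 38.2 to 54.7. Over the 1810 genes called between microbead-injected and saline-injected nerves in the 14 libraries, each library was placed on a scale from the mean of saline replicates 1 to 3 (0) to the mean of the microbead-injected libraries (1). The median place was 1.02 for saline replicate 4 and 0.165 for aged replicate 2, and 0.982, 1.08 and 1.13 for aged replicates 1, 3 and 4.

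**Figure D1:**
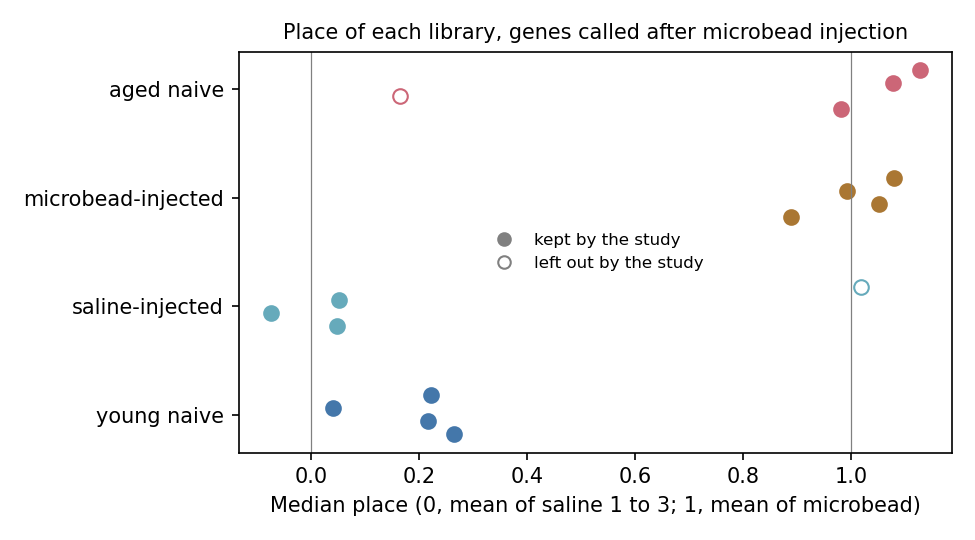
Median place of each library over the genes called between microbead-injected and saline-injected nerves. The x axis runs from the mean of saline replicates 1 to 3 (0) to the mean of the microbead-injected libraries (1), the rows are the 4 groups, filled points are libraries the paper kept and open points the libraries it left out. The open saline-injected point lies at 1.02 and the open aged point at 0.165.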

We then performed cluster analysis on all groups with the genes that were differentially expressed (*p* < 0.01, FDR = 0.05) in any of the samples, the 13-week-old naïve mice serving as the baseline. 

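Young naïve and saline-injected nerves differed in 1 called gene, Vgll4, a cofactor of TEAD transcription factors, which is named here after its values were seen. Vgll4 was lower in saline-injected nerves, at 61.5 ± 6.59 CPM (SD, n = 3), than in young naïve nerves, at 101 ± 15.2 CPM (SD, n = 4; log2 fold change -0.71, standard error 0.114, adjusted p = 0.0457 from edgeR). It had 59.5 CPM in saline replicate 4, and with all 16 libraries it did not pass (log2 fold change -0.72, adjusted p = 0.836 from edgeR). At an unadjusted p under 0.05, 1744 genes differed between these groups, and DESeq2 called 54 genes at the same thresholds. Over all 16 libraries edgeR called 0 genes, with 795 at an unadjusted p under 0.05. Over the 4824 genes called in any of the 4 comparisons, the mean correlation distance (1 minus Pearson r of centred log2 CPM) between young naïve and saline-injected libraries was 0.443, with a range of 0.310 to 0.569. Between young naïve libraries themselves it was 0.323. Microbead-injected libraries lay at 1.43 from saline-injected and 1.44 from young naïve libraries, and at 0.817 from aged libraries. With Euclidean distance on the same genes this order turned, with microbead-injected libraries at 46.3 from young naïve, 47.5 from aged and 49.3 from saline-injected libraries. Young and aged naïve libraries were 1.69 apart. Average-linkage clustering into 2 clusters joined young naïve with saline-injected nerves and aged with microbead-injected nerves, and 3 clusters parted aged from microbead-injected nerves. When all 16 libraries were clustered, 3 clusters instead joined saline replicate 4, the microbead-injected libraries and aged replicates 1, 3 and 4, and left aged replicate 2 on its own.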

As expected, the young naïve and saline-injected groups were very similar, whereas microbead-injected and old naïve nerves formed their own clusters, but showed overall similarity to each other (Figure 2A).

For further analysis of differentially regulated pathways, we directly compared young versus aged naïve and microbead versus saline-injected groups. Differentially expressed genes were defined as genes significantly up- or down-regulated by at least 1.5-fold (2-tailed *t*-test, *p* < 0.01, FDR= 0.05). Figure 2B,C summarize the numbers of differentially expressed genes for these groups and their annotations, respectively (complete gene lists are available under GEO accession number GSE139605). 

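Far more counts were assigned to Lars2 in aged than in young nerves, 9018 ± 394 CPM (SD, n = 3) against 177 ± 36.4 CPM (SD, n = 4). The log2 fold change was 5.67 (standard error 0.181, adjusted p = 1.17e-11 from edgeR). Aged replicate 2, outside this fit, had 676 CPM, so the level parts libraries within the aged group. Whether these counts are RNA of the synthetase itself was not tested. Rn45s, a gene of 45S ribosomal RNA, was also higher, at 4342, 4818 and 4234 CPM in aged replicates 1, 3 and 4. Young libraries held 772 to 1974 CPM of Rn45s and aged replicate 2 held 3025 CPM. Whether the levels of Lars2 and of ribosomal RNA have a common source was not tested. Ngfr rose from 4.91 ± 1.65 CPM to 34.1 ± 5.25 CPM (log2 fold change 2.78), and Adrb1, the β1-adrenergic receptor, rose from 10.4 ± 0.541 CPM to 50.3 ± 5.37 CPM (log2 fold change 2.28). Among the genes that fell with age were Apoe, the main lipid carrier secreted by astrocytes (chromosome 7 of mm10 from 19696244 to 19699166), at 1322 ± 549 CPM in aged and 10193 ± 1651 CPM in young nerves (log2 fold change -2.95, standard error 0.401, adjusted p = 0.000120 from edgeR). The extracellular chaperone Clu (log2 fold change -2.48), the matrix glycoprotein Sparc (-2.45) and the neurofilament heavy chain Nefh (-2.39) also fell. Crisp1, a protein secreted by the epididymis, had 212, 93 and 42 counts in aged replicates 1, 3 and 4, and 1 count in all young libraries together; aged replicate 2 had 0. In all, 3856 genes were called between aged and young naïve nerves, 2193 higher and 1663 lower with age. Over all 16 libraries 2836 genes were called, 1624 higher and 1212 lower, and Ngfr (log2 fold change 2.40, adjusted p = 0.0453 from edgeR) did not meet all 3 thresholds. In aged replicate 2, Adrb1 stood at 16.0 CPM, Apoe at 1895 CPM, Clu at 749 CPM, Sparc at 2856 CPM and Nefh at 14.1 CPM. Within the kept libraries that share code 3 in the labels (young 1 to 4, aged 1 and 3), 3305 genes were called. Aged replicate 2 also has code 3 and was not in this fit. Genes higher with age were longer (median 4255 bases) than genes lower with age (median 1993 bases), by the gene lengths of the deposited count table. Each single library was also set against the mean of the young naïve libraries, a young library being left out of its own mean. The rank correlation of gene length with that difference was 0.360, 0.438 and 0.377 in aged replicates 1, 3 and 4 and -0.246 in aged replicate 2. It was 0.262, 0.138, -0.381 and 0.0137 in young libraries 1 to 4. The values of aged libraries thus hold their difference from young nerves.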

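After microbead injection, counts assigned to Lars2 stood at 4951 ± 779 CPM (SD, n = 4) against 110.3 ± 20.4 CPM (SD, n = 3) after saline, a log2 fold change of 5.49 (standard error 0.201, adjusted p = 1.00e-10 from edgeR). Saline replicate 4, outside this fit, had 5568 CPM of Lars2. The ribosomal RNA gene Rn45s was at 2197 to 3419 CPM after microbeads and 631 to 1622 CPM in saline replicates 1 to 3. Saline replicate 4 held 2661 CPM of Rn45s. Mrgprf, an orphan receptor of the Mas-related family (chromosome 7 of mm10 from 145300909 to 145309557), rose from 0.604 ± 0.171 CPM to 9.36 ± 1.52 CPM (log2 fold change 3.94, standard error 0.259, adjusted p = 2.43e-08 from edgeR). Ngfr rose from 5.71 ± 1.00 CPM to 39.2 ± 9.74 CPM (log2 fold change 2.77). Ddit4, a stress-induced inhibitor of mTORC1, rose with a log2 fold change of 2.72, and Cxcr4, the receptor of the chemokine Cxcl12, with 1.91. In all, 1810 genes were called in the 14 libraries, 1365 higher and 445 lower after microbead injection, and DESeq2 called 1815. With all 16 libraries edgeR called 0 genes, with 2772 at an unadjusted p under 0.05 and no adjusted p below 0.206; DESeq2 was run on the 14 libraries alone. The log2 fold changes over all 16 libraries were 1.75 for Lars2, 2.16 for Mrgprf, 1.67 for Ddit4 and 1.17 for Cxcr4. Saline replicate 4 held 6.52 CPM of Mrgprf, 27.6 CPM of Ddit4 and 25.1 CPM of Cxcr4. Among kept libraries with code 4 in the labels (saline 1 to 3, microbead 1 and 2), 1385 genes were called. Saline replicate 4 also has code 4 and was not in this fit. The median length of genes higher after microbead injection was 4725 bases and that of genes lower was 1336 bases. Gene length correlated with level relative to the young naïve libraries at 0.401, 0.438, 0.420 and 0.459 in microbead-injected libraries 1 to 4. The correlation was -0.177, -0.202 and -0.173 in saline replicates 1 to 3 and 0.466 in saline replicate 4. Once each library's trend with gene length was removed, an alternative added after the data were seen, 980 genes were called, 758 of them among the 1810.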

As expected from the overlap of genes differentially expressed in the glaucoma and aged groups, many canonical pathways predicted to be activated or attenuated in glaucoma or age were similar. This included the endothelin-1, interleukin-6, and Stat3 pathways, whose roles in glaucomatous nerves have been described before [12,13,34]. 

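Several markers of microglia fell both with age and after microbead injection. Ctsz, a lysosomal cathepsin, fell with age (469 ± 32.5 CPM in young and 221 ± 24.2 CPM in aged nerves, log2 fold change -1.08) and after microbead injection (-0.67). Of 26 microglia markers, 14 were lower and 0 higher in aged nerves (the same counts when adjusted over the list alone; camera, adjusted p = 4.02e-06 with a preset correlation and adjusted p = 0.512 with an estimated correlation). After microbead injection, 6 of them were lower and 1 higher (the same counts when adjusted over the list alone; camera, adjusted p = 0.00311, and adjusted p = 0.688 with an estimated correlation). Of 36 lysosomal genes, 11 were lower and 2 higher with age (the same counts when adjusted over the list alone; camera, adjusted p = 0.00126, and adjusted p = 0.512 with an estimated correlation), and 2 were lower and 1 higher after microbeads (the same counts when adjusted over the list alone; camera, adjusted p = 0.00311, and adjusted p = 0.688 with an estimated correlation). Atp6v0d1, a subunit of the lysosomal proton pump, went the other way and rose in both comparisons (log2 fold changes 1.01 and 0.73). Among 72 genes of mitochondrial oxidative phosphorylation, 13 were lower with age (the same counts when adjusted over the list alone) and 7 after microbeads (the same counts when adjusted over the list alone). Ndufa10, a subunit of complex I, fell with age (log2 fold change -1.35), and the complex I subunit Ndufc2 fell after microbeads (-0.68). For this list camera gave an adjusted p = 6.98e-11 with age and 2.26e-13 after microbeads, and adjusted p = 0.512 and 0.688 with an estimated correlation. Its genes are short (median 680 bases), and with the trend of each library with gene length removed 0 were lower after microbeads (camera in limma, adjusted p = 0.545). Of 25 genes of the unfolded protein response, 10 were lower and 1 higher with age (the same counts when adjusted over the list alone), and 3 were lower and 1 higher after microbeads (the same counts when adjusted over the list alone). Hsp90b1, an endoplasmic reticulum chaperone, fell with age (log2 fold change -1.20). Across the 14541 genes tested, which are not independent replicates, the log2 fold changes of both comparisons correlated with a Pearson r of 0.60 and a Spearman rho of 0.62 (0.44 and 0.51 with all 16 libraries); Pearson r was 0.27 with no filter on low counts and 0.32 with DESeq2. The comparisons share no library, and 1134 genes were called in the same direction in both and 5 in opposite directions; Lars2 and the trend with gene length divide the libraries along both comparisons. Aged replicate 2 held 331 CPM and saline replicate 4 364 CPM of Ctsz, and with all 16 libraries no member of these lists was called after microbeads.

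**Figure D2:**
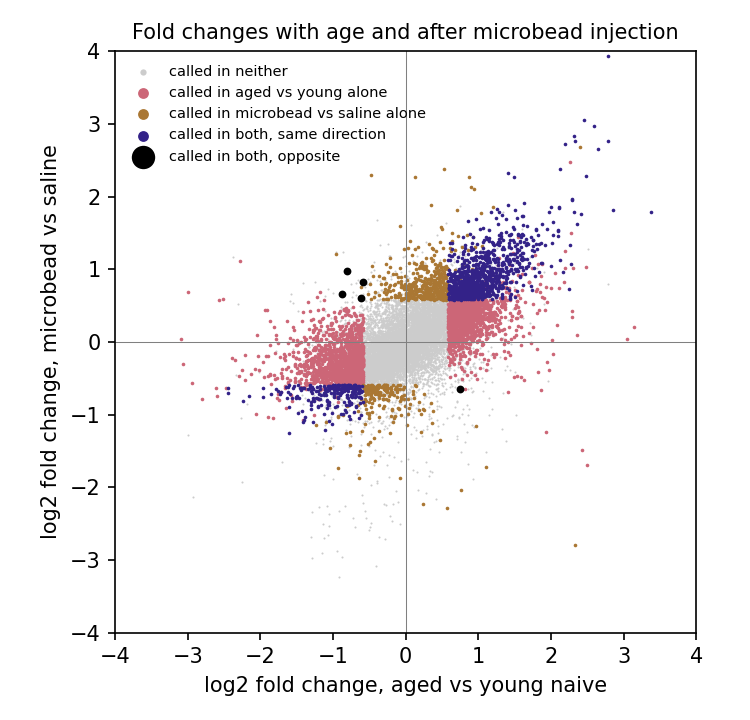
Log2 fold change of each gene with age (x axis, aged against young naïve) and after microbead injection (y axis, microbead-injected against saline-injected) in the 14 libraries. Colors mark genes called in neither comparison, in 1 of them, in both in the same direction (1134 genes) or in both in opposite directions (5 genes). Each axis ends at 4 on either side of 0, which leaves 13 genes outside.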

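Adcy9, an adenylyl cyclase of the endothelin list (chromosome 16 of mm10 from 4287545 to 4419587), rose with age from 10.5 ± 1.96 CPM (SD, n = 4) to 29.9 ± 4.30 CPM (SD, n = 3), a log2 fold change of 1.51 (standard error 0.144, adjusted p = 3.03e-07 from edgeR). It also rose after microbead injection, from 9.57 ± 0.914 CPM (SD, n = 3) to 24.0 ± 1.45 CPM (SD, n = 4; log2 fold change 1.33). The G protein subunit Gna13 (log2 fold change 0.99) and protein kinase C epsilon, Prkce (1.49), rose with age, and the G protein subunit Gnaq (0.68) and the kinase Erk1, Mapk3 (0.60), rose after microbeads. Edn1, which encodes endothelin-1 itself, was lower after microbeads, at 8.97 ± 1.57 CPM against 15.5 ± 1.98 CPM (log2 fold change -0.78, standard error 0.159, adjusted p = 0.00122 from edgeR), and was at 11.9 ± 1.38 CPM in aged and 17.5 ± 1.82 CPM in young nerves, under the 1.5-fold minimum (log2 fold change -0.56). Of 32 endothelin signalling genes, 8 were higher and 1 lower with age (the same counts when adjusted over the list alone; camera, adjusted p = 0.126, and adjusted p = 0.512 with an estimated correlation). After microbeads 7 were higher and 1 lower (the same counts when adjusted over the list alone; camera, adjusted p = 0.0190, and adjusted p = 0.365 with an estimated correlation). Pias3, an inhibitor of activated Stat3, rose with age (log2 fold change 1.07) and after microbeads (0.75). Lif, a cytokine of the interleukin-6 family, rose with age from 2.35 ± 0.392 CPM to 9.46 ± 2.52 CPM (log2 fold change 2.00), and the interleukin-6 receptor Il6ra rose after microbeads (0.68). Stat3 itself was not called, at 184 ± 18.8 CPM in aged and 197 ± 10.9 CPM in young nerves, and at 236 ± 18.9 CPM after microbeads and 192 ± 17.9 CPM after saline. Of 31 genes of the interleukin-6 and Stat3 list, 9 were higher and 0 lower with age (the same counts when adjusted over the list alone), and 3 were higher and 0 lower after microbeads (the same counts when adjusted over the list alone). The camera test of limma gave this list an adjusted p = 0.227 with age and 0.133 after microbeads, so neither change of the list as a whole passed. In aged replicate 2 there were 23.7 CPM of Adcy9, 12.9 CPM of Edn1, 3.64 CPM of Lif and 138 CPM of Stat3, and saline replicate 4 held 21.3 CPM, 8.77 CPM, 2.85 CPM and 243 CPM. Over all 16 libraries 4 endothelin genes were higher and 2 lower with age, and neither list had a call after microbeads.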

Neither in the glaucoma nor the aged groups did we find up-regulation of cell cycle or cell proliferation-associated pathways.

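Cenpf, a kinetochore protein of dividing cells (chromosome 1 of mm10 from 189640614 to 189688086), fell with age in the 3 aged against the 4 young libraries (log2 fold change -1.29, standard error 0.240, adjusted p = 0.000251 from edgeR). Ccnd1, the cyclin D1 of the entry into the cell cycle, fell with age from 453 ± 105 CPM (SD, n = 4) to 176 ± 54.6 CPM (SD, n = 3; log2 fold change -1.36), and Ube2c, a ubiquitin-conjugating enzyme of mitosis, from 1.80 ± 0.604 CPM to 0.693 ± 0.152 CPM (-1.38). Of 40 cell cycle genes, 0 were higher and 4 lower in aged nerves (0 higher and 2 lower when adjusted over the list alone). The camera test gave the list an adjusted p = 0.138 with a preset correlation and adjusted p = 0.756 with an estimated correlation. After microbead injection no cell cycle gene was called by edgeR (0 when adjusted over the list alone), and camera in limma gave an adjusted p = 0.425. The replication clamp Pcna was at 15.0 ± 0.258 CPM after microbeads and 21.6 ± 1.94 CPM after saline (log2 fold change -0.52), the mitotic kinase Aurka had -0.99 and the mitotic transcription factor Foxm1 1.19, none of them called. Foxm1 and Aurka lie at about the limit of detection, with 0.942 ± 0.508 CPM and 2.52 ± 0.984 CPM after saline. On simulated counts in which every gene of this list was raised 1.5-fold after microbeads, the list passed the camera test with a preset correlation. Simulated genes varied independently of each other, so this does not show that such a rise would pass in the measured libraries. Saline replicate 4 held 13.0 CPM of Pcna, and aged replicate 2 held 3.88 CPM of Cenpf and 239 CPM of Ccnd1. In all 16 libraries 0 cell cycle genes were higher and 3 lower with age, and the list passed with a preset correlation (camera in limma, adjusted p = 0.0361, and adjusted p = 0.362 with an estimated correlation).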

The similarity between aged and glaucomatous nerves was also apparent in electron microscopy of the unmyelinated optic nerve (Figure 3). Astrocytes in young nerves show the characteristic arrangement of large processes that delineate axon bundles, and small, fine processes that extend into axon bundles (Figure 3A, astrocytes are false-colored in red). Astrocytes in 40-week-old nerves (Figure 3B) or nerves after one month of IOP elevation (Figure 3C) show obvious process hypertrophy. We did not observe more astrocyte nuclei, as an indicator of cell numbers, in old or glaucomatous nerves (4 glaucomatous nerve profiles and 5 age-matched normal nerve profiles were counted).

### 3.2. Differences between Microbead-Injected and Aged Nerves

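Lyz2, the lysozyme of macrophages and microglia, was at 365 ± 68.2 CPM (SD, n = 4) in microbead-injected and 95.7 ± 43.8 CPM (SD, n = 3) in aged nerves, a log2 fold change of 1.93. The lipid carrier Apoe, at 5136 ± 2187 CPM in microbead-injected nerves, was higher than in aged nerves by 1.96 on the log2 scale (standard error 0.382, adjusted p = 0.00423 from edgeR), and the matrix glycoprotein Sparc was higher by 1.61. Among genes lower than in aged nerves were Plcxd3, a phospholipase C-like protein (log2 fold change -2.30), and the immediate early genes Egr2 (-1.93) and Fosl2 (-1.70). Of 31 immediate early genes, which cells switch on within minutes of a stimulus, 10 were lower and 3 higher than in aged nerves (the same counts when adjusted over the list alone; camera, adjusted p = 0.00232, and adjusted p = 0.568 with an estimated correlation). Dusp6, a phosphatase induced by Erk signalling, was at 67.8 ± 7.45 CPM after microbeads and 132 ± 18.4 CPM in aged nerves (log2 fold change -0.96). Of 20 complement genes 9 were higher and 0 lower (the same counts when adjusted over the list alone; camera, adjusted p = 0.000401, and adjusted p = 0.547 with an estimated correlation), among them C3 at 66.4 ± 18.4 CPM against 25.1 ± 9.64 CPM (log2 fold change 1.40). In the same comparison 9 microglia and 12 fibroblast markers were higher and none of them lower in edgeR, so the complement and matrix genes moved together with markers of cell types. The fibroblast and meningeal markers of the left-out aged replicate 2 summed to 47781 CPM, above each microbead-injected library (26564 to 37968 CPM), and Ptgds alone held 39284 CPM of that sum. Of 44 extracellular matrix genes 11 were higher and 1 lower (the same counts when adjusted over the list alone; camera, adjusted p = 0.0180, and adjusted p = 0.547 with an estimated correlation), among them tenascin C, Tnc (0.98), and the metalloproteinase Mmp14 (0.71). In all, 1578 genes were called, 883 higher and 695 lower after microbead injection than in aged nerves, and 1441 with all 16 libraries (836 higher and 605 lower). Without aged replicate 4, 997 genes were called. The left-out aged replicate 2 held 68.6 CPM of Lyz2, 8.46 CPM of C3, 117 CPM of Dusp6, 15.4 CPM of Plcxd3 and 21.9 CPM of Tnc. The microbead-injected and the aged group differ in injection and IOP as well as in age, and this comparison holds these differences together. RIN was 9.15 ± 0.129 (SD, n = 4) in microbead-injected and 9.70 ± 0.200 (SD, n = 3) in aged samples (exact permutation p = 0.0286, the smallest it can give; adjusted over 30 tests p = 0.0857), and the library codes in the labels are 4 and 5 for microbead-injected libraries and 3 and 4 for aged ones.

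**Figure D3:**
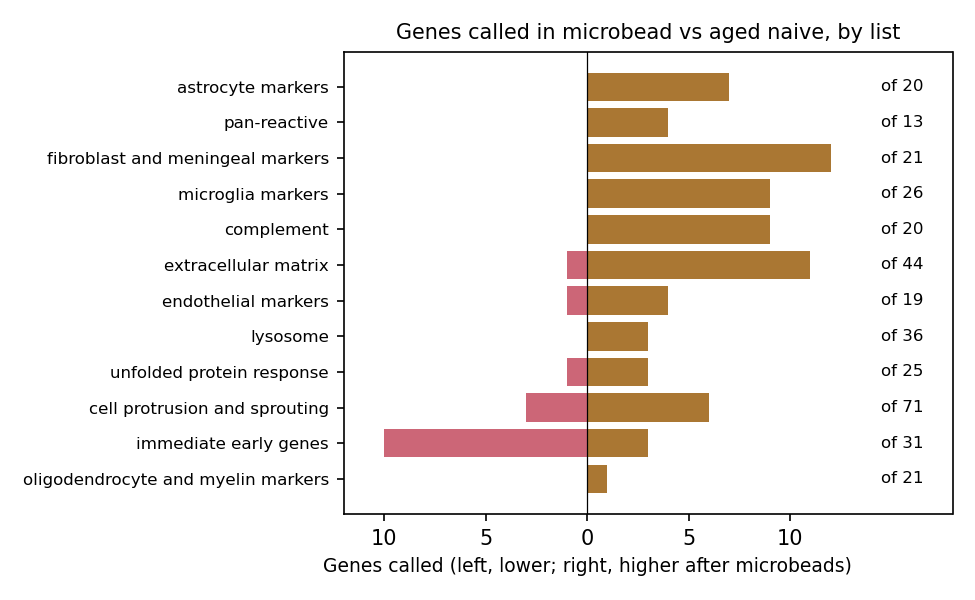
Number of genes of 12 lists called lower (bars to the left of 0) or higher (bars to the right) in microbead-injected than in aged naïve nerves, with the number of genes measured beside each list. The immediate early genes have 10 lower and 3 higher, and the complement genes 9 higher and 0 lower.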

We compared genes differentially expressed in glaucomatous versus aged nerves to identify biological functions that are activated specifically in optic nerves after 4 weeks of elevated IOP (Table 1). 

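Ncam1, a neural cell adhesion molecule that promotes the outgrowth of processes (chromosome 9 of mm10 from 49502146 to 49799069), was at 713 ± 78.5 CPM (SD, n = 4) in microbead-injected and 361 ± 32.5 CPM (SD, n = 3) in aged nerves, a log2 fold change of 0.98 (standard error 0.0966, adjusted p = 1.19e-05 from edgeR). Cfl1, the actin-severing protein cofilin 1, was at 666 ± 55.7 CPM against 371 ± 51.6 CPM (log2 fold change 0.84), and Myo10, the motor protein of filopodia, at 129 ± 9.16 CPM against 84.1 ± 0.531 CPM (0.61). Ntrk2, the receptor of brain-derived neurotrophic factor, had a log2 fold change of 0.55, under the 1.5-fold minimum. Of 71 genes of a list for cell protrusions, sprouting and branching, 6 were higher and 3 lower in microbead-injected than in aged nerves (the same counts when adjusted over the list alone). The camera test gave an adjusted p = 0.247, and adjusted p = 0.602 with an estimated correlation. Over all 16 libraries 8 were higher and 0 lower, and the list passed with a preset correlation (camera in limma, adjusted p = 0.0494, and adjusted p = 0.624 with an estimated correlation). For aged replicate 2 these values were 244 CPM of Ncam1, 441 CPM of Cfl1 and 67.3 CPM of Myo10.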

Several of the pathways predicted to be activated in glaucomatous versus aged nerves are annotated with the formation of protrusions, sprouting, and branching of cells. We therefore asked whether the functional consequence of newly formed astrocyte processes may be an increase in phagocytic activity.

### 3.3. Expression of Phagocytic Markers in Individual Astrocytes

Astrocytes are the major cell type in the optic nerve, but microglia, endothelial cells, and fibroblasts from the surrounding pia are also present, and some of the gene expression changes in our study may be due to contributions from these cell types. 

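Some genes typical of microglia, endothelial cells and fibroblasts were called between the groups. C1qb, a complement subunit made by microglia, fell with age from 366 ± 43.8 CPM (SD, n = 4) to 144 ± 21.7 CPM (SD, n = 3; log2 fold change -1.35, adjusted p = 4.29e-07 from edgeR). Aif1, which encodes the microglial marker Iba1, fell with age (-0.78) and after microbeads, from 48.7 ± 3.14 CPM to 26.6 ± 2.99 CPM (-0.87). Cldn5, the tight junction protein of endothelial cells, fell with age (log2 fold change -0.98) and after microbeads (-0.70), and the endothelial cadherin Cdh5 rose after microbeads from 14.8 ± 4.11 CPM to 36.5 ± 4.05 CPM (1.32). Of 19 endothelial markers, 1 was higher and 5 lower with age (the same counts when adjusted over the list alone), and 1 was higher and 4 lower after microbeads (the same counts when adjusted over the list alone). The fibroblast genes Serpinf1 (log2 fold change -1.19) and Islr (-0.87) fell with age, and Serpinf1 also fell after microbeads (-0.79). Of 21 fibroblast and meningeal markers, 10 were lower with age and 0 higher (the same counts when adjusted over the list alone; camera, adjusted p = 0.000886, and adjusted p = 0.512 with an estimated correlation), and 4 were lower and 0 higher after microbeads (the same counts when adjusted over the list alone). Their median log2 fold change after microbeads was 0.05 and their mean -0.03, so these differ in sign. Against aged nerves, 12 fibroblast and 9 microglia markers were higher in microbead-injected nerves and none of either list was lower in edgeR (the same counts when adjusted over the list alone). For those lists camera gave an adjusted p = 3.63e-06 and 1.77e-05, and an adjusted p = 0.547 for both with an estimated correlation. In the left-out aged replicate 2 the fibroblast and meningeal markers summed to 47781 CPM. That is above each young library (30574 to 36313 CPM) and each microbead-injected library (26564 to 37968 CPM), so the sum of this aged library goes the other way. Ptgds alone held 39284 CPM of it, so the sum does not show that the other markers do so. Photoreceptor RNA varied within groups: the 24 photoreceptor markers summed to 7036 CPM in young library 2 and 387 to 1599 CPM in the other young libraries, and none was called in any comparison by edgeR. There were in aged replicate 2 229.7 CPM of C1qb and 52.9 CPM of Aif1, and with all 16 libraries Aif1 did not pass with age (adjusted p = 0.294 from edgeR). Saline replicate 4 held 24.1 CPM of Aif1, 137 CPM of Cldn5 and 39.5 CPM of Cdh5, and no marker was called after microbeads with all 16 libraries.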

To validate astrocyte-specific gene expression, we therefore isolated single astrocytes from freshly dissociated optic nerves 2 weeks after microbead injection (high IOP) or saline injection (controls). Aged astrocytes were collected from 40-week-old naïve animals; astrocytes from young naïve nerves were collected as controls. Astrocytes retain their morphology well after dissociation [48], but in every case the cell type was also confirmed by verifying that the cells were positive for the astrocyte marker GFAP and negative for the microglial marker Iba1 and the oligodendrocyte marker MBP by conventional PCR. Phagocytosis-related genes (*Abca1*, *Abca7*, *Dock1*, *Gulp1*, *Lamp1*, *Lgals3*, *Megf10*, *Mfge8*), genes related to the degradation of mitochondria (*Pink1*, *Park2*), and markers of astrocyte reactivity (*Fbln5*, *H2-T23*, *Psmb8*, *Srgn*, A1 reactivity; *Clcf1*, *Emp1*, *Ptx3*, *Stat3*, *Tgm1*, A2 reactivity) were tested using quantitative PCR.

Considering the whole population of astrocytes in our sample, *Gulp1* and *Lgals3* were significantly up-regulated in astrocytes from microbead- versus saline-injected nerves (*Gulp1*, 2.5-fold, *p* = 0.00056 and *Lgals3*, 7.8-fold 7.2 × 10^−5^, *t*-test with Bonferroni correction for multiple comparisons). This was also apparent in immunostaining for the gene product of *Lgals3*, galectin-3, which is up-regulated after microbead injection (Figure 4A–C). Galectin-3 co-localized with the astrocyte marker GFAP, but not with the microglia marker IBA1 (Figure 4D,E). Amplification of *Abca1* was weak or below the detection limit for most astrocytes, though *Abca1* is present in RNA samples from the whole optic nerve, suggesting that it may localize mainly to cells other than astrocytes. Most of the overall activation of engulfment and phagocytosis genes is driven by a subset of highly active cells, rather than by a shift of the whole population to a more phagocytic state (Figure 5A). There was no clear trend towards an A1 (neurotoxic) or A2 (protective) type of astrocyte reactivity for the genes tested after microbead injection (Figure 5A,C). In contrast, neither phagocytosis-related genes nor markers of reactivity were up-regulated in aged versus young naïve astrocytes (Figure 5B,D).

### 3.4. Mitochondria Incorporation into Optic Nerve Head Astrocytes

Astrocytes in the unmyelinated segment of the optic nerve are known to incorporate axonal mitochondria [55]. We made use of this property to directly visualize phagocytic activity in optic nerve head astrocytes in vivo. A cohort of B6.*hGFAPpr*::EGFP mice (10 animals) were unilaterally injected with microspheres solution into the anterior chamber (Supplementary Figure S3). In this strain, EGFP is expressed in astrocytes in a stochastic manner so that individual cells can directly be observed microscopically [8,18]. In addition, each animal received an injection of MitoTracker^TM^ Red FM into the contralateral superior colliculus on day 13 after microbead injection. Another group of 10 B6.*hGFAPpr*::GFP mice received the MitoTracker^TM^ Red FM injection without prior injection of microbeads. Four days later (day 17) the mice were sacrificed. These timepoints were chosen because the IOP elevation is at a relatively stable plateau between days 11 and 21 (Figure 1B). MitoTracker^TM^ Red FM is taken up by the ganglion cell axonal terminals and labels mitochondria that are transported retrogradely to the cells’ somata in the retina. Since there is no other direct connection, all labeled mitochondria in the optic nerve must be axonal in origin. Labeled mitochondria appeared in the retinal ganglion cell bodies (Figure 6A) and axons in the optic nerve (Figure 6B) four days later in the high-IOP and control groups. We tested whether any MitoTracker^TM^ Red FM-labeled axonal mitochondria become incorporated by astrocytes by confocal imaging of EGFP^+^ cells. A total of 38 image stacks containing 344 unique EGFP^+^ astrocytes were imaged in the control group, and 34 image stacks containing 339 astrocytes were imaged in the high-IOP group.

As most of the MitoTracker^TM^ Red FM-labeled mitochondria do not co-localize with EGFP^+^ astrocytes (Figure 6C), we digitally reconstructed each image stack including only those mitochondria that were surrounded in all three dimensions by astrocytic cytoplasm (Figure 6D). Not all astrocytes incorporated labeled mitochondria (Figure 6E–H). In the control group 146 out of 344 astrocytes contained no MitoTracker^TM^ Red FM (42.4%). This number was lower in the high IOP group (92 out of 339; 27.1%) (Figure 7A). The amount of incorporated MitoTracker^TM^ Red FM per astrocyte differed considerably between individual cells within the same nerve. Astrocytes located between 0–100 μm behind the sclera contained few labeled mitochondria. In addition, incorporated mitochondria were not distributed evenly within individual astrocytes. Most labeled material was observed either in the cell body or in short, tortuous, or longitudinal processes. The long, relatively smooth primary astrocyte processes contained relatively few MitoTracker^TM^ Red FM-labeled mitochondria. Astrocytes that contained labeled mitochondria generally also showed process hypertrophy (Figure 7B). This was the case for astrocytes from both saline-injected nerves and microbead-injected nerves.

To quantify whether an increase in IOP leads to increased incorporation of mitochondria, we calculated the volume of MitoTracker^TM^ Red FM-labeled mitochondria in astrocytes for every image stack in the control and high-IOP group. Since EGFP expression in the B6.*hGFAPpr*::GFP strain is stochastic, the number of labeled astrocytes is different from nerve to nerve. Therefore, we also determined the total volume of EGFP^+^ astrocytes per stack and calculated the incorporation of labeled mitochondria per astrocyte volume (Figure 7C). The fraction of astrocyte volume occupied by MitoTracker^TM^ Red FM-labeled material was generally small (range 0–1.63% of the volume, median 0.2% for the control group). In the high IOP group, this amount was moderately increased (range 0.036–4.52%, median 0.41%, *p* = 0.0151, Wilcoxon rank sum test).

## 4. Discussion

### 4.1. Astrocytes from Aged and Glaucomatous Optic Nerve Heads Appear Similar in Many Respects

Aging has long been recognized as a risk factor for glaucoma and confounding factor in diagnosis since glaucomatous eyes usually are older eyes [56,57]. Age-related changes of course occur in all ocular tissues [58], and though any single one of them may not be clinically relevant by itself, they can jointly contribute to the severity of glaucoma [59]. Most importantly in this context, in all mammalian species where this question has been addressed, ganglion cell axon counts were found to decrease with age [60,61]. Though the rate of axon loss dramatically increases in the presence of elevated IOP [62], similar changes in astrocyte reactions and axon numbers may be expected in glaucomatous and aged optic nerves, albeit on different time scales. This is indeed observed for optic nerve axons and blood vessels, so that glaucomatous nerves appear prematurely aged [35]. Not unexpectedly, the morphological similarity of aged and glaucomatous nerves corresponds to a similar pattern of gene expression changes in both conditions. RNA extracted from the unmyelinated segment of the optic nerve mainly originates from astrocytes, which are the major cell type of this region, whereas microglia and endothelial cells are sparse [6,8]. 

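The 20 astrocyte markers summed to 28304 ± 1766 CPM (SD, n = 4) in young naïve, 28799 ± 1097 CPM (SD, n = 3) in saline-injected, 27671 ± 3594 CPM (SD, n = 4) in microbead-injected and 16042 ± 1006 CPM (SD, n = 3) in aged nerves. Microglia markers summed to 3360.4 ± 377 CPM in young, 3730.4 ± 358 CPM in saline-injected, 2747 ± 160.5 CPM in microbead-injected and 2024 ± 179.6 CPM in aged nerves, and endothelial markers to 2131 ± 115, 2257 ± 51.1, 1950.0 ± 169.8 and 1791 ± 142 CPM. In the same order, oligodendrocyte and myelin markers summed to 12010 ± 1273, 10681 ± 4436, 10172.5 ± 2208 and 6732 ± 1167 CPM. Pericyte and smooth muscle markers summed to 2114 ± 93.7, 1884 ± 154, 1770 ± 351 and 1155 ± 118 CPM. Fibroblast and meningeal markers summed to 33561 ± 2421 CPM in young, 30679 ± 8606 CPM in saline-injected, 30563 ± 5202 CPM in microbead-injected and 16399.7 ± 4679.7 CPM in aged nerves, above the astrocyte markers in the mean of each group, and such sums over different sets of genes do not measure the shares of cell types. Ptgds, a member of this list, alone held 4941 to 28192 CPM in the 14 libraries. In aged replicate 2 the sums were 14742 CPM for astrocyte, 2453 CPM for microglia and 1499 CPM for endothelial markers. Its fibroblast and meningeal markers summed to 47781 CPM, above the young mean, where the other aged libraries had 11033 to 19631 CPM. Ptgds alone held 39284 CPM of that sum. In saline replicate 4 the astrocyte, microglia and endothelial sums were 26811, 2589 and 1999.5 CPM. S100b, a calcium-binding protein of astrocytes (chromosome 10 of mm10 from 76253836 to 76261319), fell with age from 1436 ± 103 CPM to 584 ± 39.0 CPM (log2 fold change -1.30, standard error 0.110, adjusted p = 8.78e-08 from edgeR). The glycolytic enzyme Aldoc fell as well (-0.87), and Gfap was at 3940.1 ± 306 CPM in aged and 5864 ± 520.4 CPM in young nerves (log2 fold change -0.57), not called in the 14 libraries and called lower with all 16 (-0.72). After microbead injection Gfap was at 8538 ± 1332 CPM and after saline at 7772 ± 770.2 CPM (log2 fold change 0.14, adjusted p = 0.402 from edgeR), which is not a called change. Of the astrocyte markers 2 were higher and 8 lower with age (the same counts when adjusted over the list alone; camera, adjusted p = 0.0101, and adjusted p = 0.512 with an estimated correlation), and 1 was higher and 1 lower after microbeads (the same counts when adjusted over the list alone). Against aged nerves 7 were higher and 0 lower in microbead-injected nerves (the same counts when adjusted over the list alone; camera, adjusted p = 3.38e-05, and adjusted p = 0.547 with an estimated correlation), among them the glutamate transporter Slc1a3 at 2876 ± 281 CPM against 1695 ± 115 CPM (log2 fold change 0.76). A list test of the difference between the responses placed the response of astrocyte markers to microbeads above that to age (camera, adjusted p = 2.66e-05, and adjusted p = 0.631 with an estimated correlation). That difference goes with the 8 markers lower with age, since after microbeads only 1 was higher and 1 lower.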

RNA-seq experiments showed an overall similarity of gene expression profiles in aged and glaucomatous astrocytes (Figure 2A), and especially for up-regulated genes the overlap between both sets was high (77.9% of genes up-regulated after IOP elevation are also up-regulated in aged nerves). 

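Dnajb9, a cochaperone of the endoplasmic reticulum, rose both with age, from 65.3 ± 2.49 CPM (SD, n = 4) to 154 ± 2.87 CPM (SD, n = 3; log2 fold change 1.24), and after microbead injection, from 87.6 ± 3.97 CPM (SD, n = 3) to 146 ± 1.84 CPM (SD, n = 4; 0.74). Emp1, an epithelial membrane protein of the A2 marker set, also rose in both, from 92.2 ± 7.87 CPM to 193 ± 15.2 CPM with age (1.06) and from 89.7 ± 16.4 CPM to 156 ± 22.8 CPM after microbeads (0.80, adjusted p = 0.000145 from edgeR). Ctss, a microglial cathepsin, fell in both (log2 fold changes -1.16 and -0.73). Of the 1365 genes higher after microbead injection, 903 (66.2%) were also higher in aged nerves, where 206 would be shared by lists drawn independently. Of the 445 genes lower after microbeads, 231 (51.9%) were lower in aged nerves, against 50.9 for independent lists (Fisher's exact test, one-sided, p = 3.53e-102). Genes are not independent replicates, so this p-value does not measure the spread between libraries. Lars2 and the trend with gene length also divide the libraries along both comparisons. A gene could pass in 1 comparison and miss in the other without a difference between them: of the 671 genes called after microbeads alone, 104 also passed a test of the difference between the 2 responses, and of the 2717 called with age alone 748 did. In all, 1105 genes passed that test, 723 of them with the higher response after microbeads; 538 passed with all 16 libraries and 673 without aged replicate 4. A higher response here can come from a fall with age alone, as for Ncam1 (log2 fold change -1.10 with age and -0.04 after microbeads). Over all 16 libraries no gene was called after microbeads by edgeR, so no such share exists there, and Dnajb9 had a log2 fold change of 0.58 after microbeads (adjusted p = 0.206 from edgeR). Saline replicate 4 held 129 CPM of Dnajb9, 135 CPM of Emp1 and 388 CPM of Ctss, and aged replicate 2 84.7 CPM, 111 CPM and 337 CPM. The paper reads a similarity of the profiles of aged and glaucomatous nerves from its clustering (Figure 2A) and adds its own share of up-regulated genes, which is set beside the share found here at the end.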

We did not find an enrichment of genes associated with cell cycle or proliferation, and counts of astrocyte nuclei in electron microscopy images showed no difference between nerves after one month of IOP elevation and controls. This differs from earlier reports that described astrocyte proliferation in glaucomatous nerves of DBA/2J mice or rats with experimentally induced ocular hypertension [13,63,64,65]. A possible explanation is that the microbead model used in our study models the early response to a moderate increase in IOP that is not severe or long-lasting enough to induce astrocyte proliferation. However, both in aging and glaucomatous nerves astrocyte processes showed hypertrophy, a sign of a more reactive phenotype [66,67,68]. Most genes associated with the A1 (neurotoxic) or A2 (neuroprotective) route of astrocyte reactivity were not differentially expressed either in the microbead or the aged groups. This was surprising as a recent study demonstrated elevation of A1 genes in murine optic nerves after IOP elevation [69]. 

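Serping1, a complement inhibitor of the A1 marker set, fell with age from 1347 ± 53.0 CPM (SD, n = 4) to 489 ± 121 CPM (SD, n = 3; log2 fold change -1.46, standard error 0.126, adjusted p = 1.08e-07 from edgeR). H2-D1, a major histocompatibility complex class I gene whose reads may be shared with related genes, fell as well (-1.12), and Ggta1, a galactosyltransferase, rose from 14.6 ± 0.519 CPM to 22.7 ± 1.37 CPM (0.64). Of 11 A1 genes measured, 2 were higher and 4 lower with age (the same counts when adjusted over the list alone), and none was called after microbead injection by edgeR (the same counts when adjusted over the list alone). Srgn, the proteoglycan serglycin, fell with age (log2 fold change -0.62), whereas Fbln5 (-0.35), H2-T23 (-0.26) and Psmb8 (0.17) were not called. After microbeads Fbln5 was at 288 ± 29.8 CPM and after saline at 391 ± 36.6 CPM, under the 1.5-fold minimum (log2 fold change -0.44). Of 11 A2 genes, 2 were higher and 2 lower with age (the same counts when adjusted over the list alone), and 2 were higher and 0 lower after microbeads (the same counts when adjusted over the list alone). The camera direction of this list is opposite in sign to its median and mean log2 fold change in both comparisons, with an adjusted p = 0.852 and 0.956 in limma. Ptgs2, the cyclooxygenase induced by inflammation, rose with age from 22.2 ± 1.97 CPM to 41.9 ± 16.7 CPM (0.91), and Ptx3, a pentraxin, fell (-0.66), with -0.18 after microbeads, not called. Clcf1, a cytokine of the interleukin-6 family, had log2 fold changes of 0.24 with age and -0.11 after microbeads, neither called. Over both sets, 12 of 22 genes were not called with age and 20 of 22 were not called after microbeads. The pan-reactive genes Serpina3n, a serine protease inhibitor (log2 fold change -1.57), and Vim, the intermediate filament vimentin (-1.45), fell with age, and 1 of 13 pan-reactive genes was higher and 5 lower (the same counts when adjusted over the list alone; camera, adjusted p = 0.0429, and adjusted p = 0.512 with an estimated correlation). In all 16 libraries 5 A1 and A2 genes were called with age and 0 after microbeads by edgeR. Aged replicate 2 held 637 CPM of Serping1, 377 CPM of Srgn and 22.0 CPM of Ptgs2, and saline replicate 4 401 CPM of Fbln5.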

A possible explanation for this discrepancy may be the use of different platforms (microfluidic qPCR versus RNA-sequencing).

### 4.2. Sprouting of New Astrocytic Processes Is an Early Event in Glaucoma

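Dpysl2, a collapsin response mediator that organizes microtubules in growing processes, rose with age from 124 ± 4.99 CPM (SD, n = 4) to 377 ± 31.7 CPM (SD, n = 3; log2 fold change 1.60) and after microbead injection to 346 ± 22.3 CPM (SD, n = 4; 1.73, standard error 0.0908, adjusted p = 1.90e-09 from edgeR). Actr2, a subunit of the Arp2/3 complex that branches actin, rose in both as well (1.72 with age and 1.45 after microbeads), as did the filopodial actin-bundling protein Fscn1 (1.28 and 1.14). Ncam1 fell with age (-1.10, from 772 ± 43.5 CPM in young nerves), and Vasp, which extends actin filaments, rose after microbeads from 21.8 ± 4.23 CPM to 43.9 ± 4.69 CPM (1.00). After microbeads, 17 genes for protrusions, sprouting and branching were higher and 2 lower than after saline (the same counts when adjusted over the list alone; camera, adjusted p = 0.00762, and adjusted p = 0.365 with an estimated correlation). In aged nerves 16 were higher and 11 lower than in young nerves (the same counts when adjusted over the list alone; camera in limma, adjusted p = 0.815). When the difference between the responses was tested itself, 7 of these genes had a higher response to microbeads than to age and 0 a lower one (9 higher and 0 lower when adjusted over the list alone; camera, adjusted p = 0.0359, and adjusted p = 0.631 with an estimated correlation). Over all 16 libraries 5 had a higher and 0 a lower response (camera in limma, adjusted p = 0.0139 with a preset correlation, and adjusted p = 0.648 with an estimated correlation). These genes are long (median 4858 bases), and once each library's trend with gene length was removed 9 were higher and 1 lower after microbeads (camera in limma, adjusted p = 0.409). Aged replicate 2 held 133 CPM of Dpysl2, 97.3 CPM of Actr2 and 18.9 CPM of Fscn1, and saline replicate 4 held 323 CPM, 186 CPM and 94.6 CPM; with all 16 libraries none of the list was called after microbeads by edgeR, and Fscn1 was not called with age (adjusted p = 0.0430 from edgeR).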

The main difference between aged and glaucomatous nerve heads was in the up-regulation of pathways annotated with cell sprouting and the formation of processes. This agrees with previous morphological studies in the optic nerves of glaucomatous DBA/2J mice and C57bl/6 mice after one month of IOP elevation [14,18]. Astrocytes in the glial lamina are normally fairly flat and oriented in the coronal plane—i.e., their processes span the diameter of the optic nerve but have only very few and short longitudinal processes [8]. In glaucomatous nerves, the astrocytes extend new processes that run longitudinally in the optic nerve, invade axon bundles, and often contain remnants of mitochondria. However, it was not clear what cell biological function these new processes carried out. Astrocytes are known to be phagocytic in vitro and in vivo [31,70,71,72,73,74]. A particularly intriguing mechanism links the astrocytes of the optic nerve to the degradation of axonal mitochondria. In a process described as “transcellular mitophagy”, astrocyte processes enwrap axonal evulsions that contain degenerating mitochondria, and eventually internalize them [55,75]. This process is physiological and presumably helps retinal ganglion cells to dispose of mitochondria that have reached the end of their lifespan, but there is also evidence that axonal evulsions are particularly numerous in the optic nerves of glaucomatous DBA/2J mice [76].

We therefore measured the incorporation of axonal mitochondria into astrocytes in a double-label in vivo assay. Interestingly, both in naïve and glaucomatous nerves, we observed large differences in the amount of material any individual astrocyte incorporated. In all nerves, there were at least some cells that did not contain any labeled material, whereas a small number of cells were highly active. Glaucomatous nerves contained more highly active cells, but even in those nerves some astrocytes remained that had incorporated very little or no axonal mitochondria. Cells that had incorporated many labeled mitochondria also showed hypertrophy of their processes, a finding commonly associated with a more reactive state (Figure 7B). The heterogeneity of astrocytes in normal and glaucomatous nerves was also apparent in single-cell qPCR for phagocytosis- and reactivity-associated genes. Though on the population level the expression of *Lgals3* and *Gulp1* was increased after elevation of IOP, the increase was mainly due to an increase in numbers of highly active cells rather than a shift of the whole population.

### 4.3. Implications of the Apparent Heterogeneity of Optic Nerve Head Astrocytes

Taken together, our results suggest that at any time a subset of optic nerve head astrocytes is reactive—as indicated by process hypertrophy, high phagocytic activity, and relatively high expression of reactivity genes (however without a clear bias towards the A1 or A2 phenotype described for protoplasmic astrocytes in other regions of the brain). An episode of IOP elevation leads to an increase of astrocyte reactivity on the population level. However, we did not find that the astrocytes move in unison towards a more reactive phenotype. Neither were reactive astrocytes in glaucomatous nerves obviously different from their counterparts in naïve nerves—actually, they were indistinguishable by all parameters we tested. The only difference was that the number of reactive astrocytes was higher in the glaucomatous nerve heads. For example, the percentage of astrocytes that had not incorporated any axonal mitochondria was 42.44% in control nerves and decreased to 27.14% in nerves after IOP elevation (Figure 7).

There are several possible interpretations of this observation. Perhaps the easiest is that there are (at least) two different types of astrocyte present in the optic nerve head, only one of which is highly phagocytic and prone to becoming reactive. However, there is no clear evidence on the anatomical level that the astrocytes of the glial lamina belong to different types. Rather, their shape is fairly uniform [8,77]; and without the clear morphological distinctions that usually form the basis of type definitions in other systems [78]. In addition, all astrocytes in our single cell PCR expressed most (usually all) phagocytic and reactivity markers tested, though not necessarily at the same levels. This suggests that differences between individual astrocytes in the optic nerve head are a matter of degree, not of clearly identifiable types.

Another explanation would be that astrocytes react to local signals in their vicinity, such as “find me” signals like ATP or UDP leaking out of injured axons, or microglia-derived factors [49,79]. Such signals might instruct an astrocyte to extend new processes towards the origin of the signal or increase its phagocytic activity. Yet, the anatomy of the optic nerve head argues against this explanation. In contrast to protoplasmic astrocytes in the grey matter of the CNS, which occupy spatially separated domains [80,81], the astrocytes in the optic nerve head often span the whole diameter of the nerve and their processes overlap considerably forming the sieve-like meshwork of the glial lamina [8]. It is hard to imagine how a localized signal would affect only a subset of the closely intermingled astrocyte processes.

An alternative interpretation of our observations would be that astrocytes cycle through periods of high phagocytic activity followed by a period of relative inactivity. Astrocytes are not professional phagocytes and are relatively slow in degrading and eliminating phagocytized material [82], which may explain why a resting period is needed. Since it is at present not possible to follow individual optic nerve astrocytes in vivo in the intact optic nerve, our experiments necessarily show only a static snapshot of what is most likely a continuous physiological process. Cells that were not active during the period the MitoTracker^TM^ Red FM was present would have remained unlabeled, and hence invisible to our observations. The implication would be that optic nerve head astrocytes are always at least somewhat reactive. This may be caused by the constant mechanical strain they are exposed to as the IOP fluctuates due to circadian rhythm, eye movements, and posture even in healthy individuals [83,84,85]. Astrocytes express several mechanosensitive channels and extend long processes that insert into the pial sheet around the nerve [8,48,86,87,88,89]. They are therefore in an ideal anatomical position to sense stretch on the optic nerve head imparted through IOP fluctuations. In the presence of elevated IOP, more astrocytes might transition to the reactive state, or alternatively, activated cells are prevented from returning to the resting level.

## 5. Conclusions

Life cell imaging and gene expression surveys have expanded our understanding of astrocytes and their reaction to injury. Experimental evidence indicates that reactive astrocytes perform many functions that are beneficial for neuronal survival, especially in the early stages of glaucoma. Hopefully, stimulating the beneficial (and inhibiting the harmful) activities of reactive astrocytes can be used as a neuroprotective approach to glaucoma therapy.

## Figures and Tables

**Figure 1:**
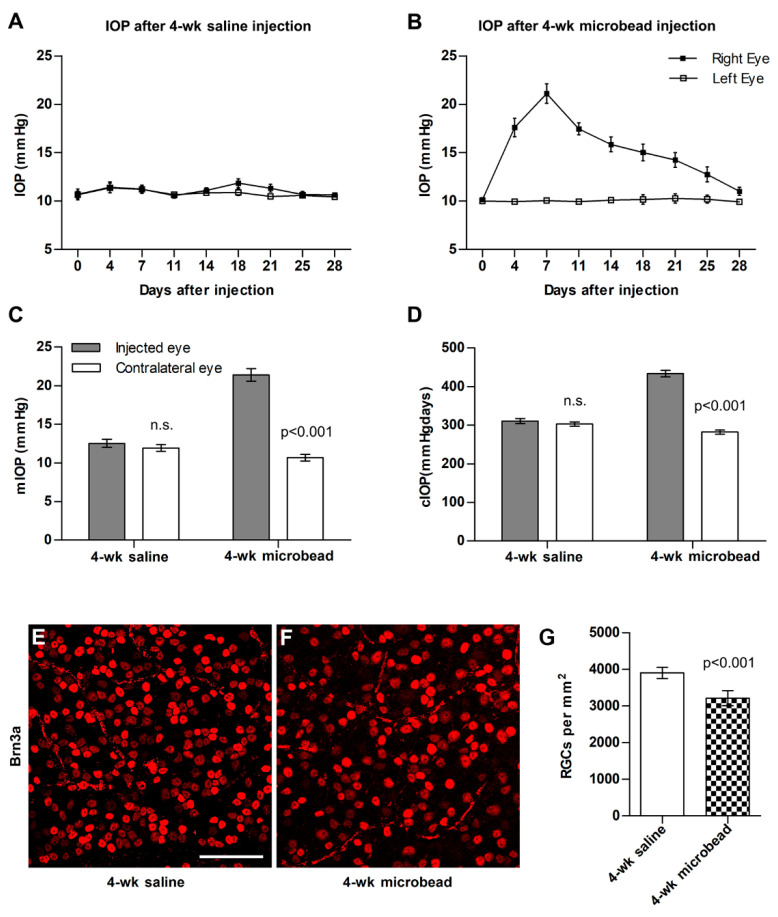
Elevation of IOP and ganglion cell loss in C57bl/6 eyes. (**A**) control animals show no increase in IOP after unilateral injection of sterile saline solution. (**B**) IOP increases after injection of microbeads, peaks at day 7, and gradually returns to baseline. (**C**) Maximum IOP measured during the experimental period in saline- and microbead-injected eyes. (**D**) Cumulative IOP (cIOP, i.e., the area under the curve) of IOP vs. time for saline- and microbead-injected eyes. (**E**) Retinal ganglion cell labeling with Brn3a in a retina 4 weeks after injection of saline solution. (**F**) Retinal ganglion cell labeling with Brn3a in a retina 4 weeks after microbead injection shows marked loss of ganglion cell nuclei. (**G**) 4 weeks of IOP elevation leads to a significant loss of ganglion cells in the injected eyes. Groups were compared using ANOVA with Tukey–Kramer post hoc test. N.s., not significant. Scale bar for panels (**E**,**F**), 25 μm.

**Figure 2:**
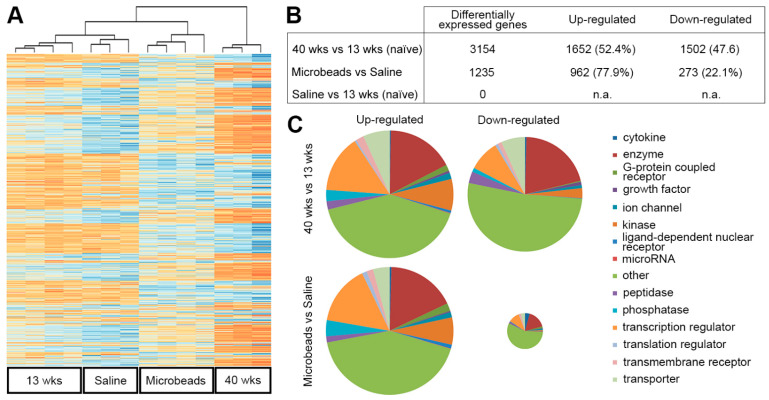
RNA sequencing of optic nerve heads in naïve young, saline-injected (4 weeks after injection), microbead-injected (4 weeks after injection), and naïve aged (40 weeks) mice. (**A**) hierarchical clustering of all differentially expressed genes in the four groups. Differentially expressed genes were defined as genes up- or down-regulated by at least 1.5-fold, *p* < 0.01, FDR = 0.05. Red colors indicate up-regulated genes, blue colors indicate down-regulated genes. The brackets indicate similarities between samples by hierarchical clustering. Saline-injected and young naïve mice cluster together. Microbead-injected and aged nerves form their own clusters, but are overall relatively similar. (**B**) numbers of differentially regulated (DE) genes in microbead (MB) vs. saline-injected nerves and young vs. aged naïve nerves. (**C**) distribution of Ingenuity Pathway Analysis (IPA) annotations for differentially expressed up- or down-regulated genes. The areas of the circles signify the number of total genes in this group. There are roughly the same numbers of up- and down-regulated genes in the aged versus young groups, whereas after microbead injection, about 4 times as many up-regulated genes were detected. n.a., not applicable.

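Alas2, the erythroid enzyme of heme synthesis, was at 1.45 ± 0.971 CPM (SD, n = 4) after microbeads and 6.84 ± 3.97 CPM (SD, n = 3) after saline (log2 fold change -2.29, standard error 0.437, adjusted p = 0.000908 from edgeR). Beta-s, a beta globin gene whose reads may be shared with its close copies, fell from 103 ± 48.4 CPM to 22.2 ± 15.8 CPM (-2.23), and the platelet chemokine Ppbp from 6.86 ± 0.574 CPM to 2.46 ± 1.15 CPM (-1.50). Of the list of blood markers 2 were tested and 1 was lower (the same counts when adjusted over the list alone; camera, adjusted p = 0.160, and adjusted p = 0.688 with an estimated correlation), so the list as a whole did not pass. Bpifb1, a secreted protein of mucosal surfaces, fell from 27.0 ± 4.35 CPM to 10.5 ± 3.38 CPM (-1.37), and Rax, a transcription factor of the developing retina, from 26.2 ± 7.22 CPM to 12.1 ± 1.91 CPM (-1.13). Eef1a2, a translation elongation factor of neurons and muscle, rose from 0.754 ± 0.478 CPM to 6.58 ± 1.48 CPM (3.06), and Clip2, a microtubule-binding protein, from 4.60 ± 0.876 CPM to 23.4 ± 5.11 CPM (2.33). In the 14 libraries there were 3.07 genes higher for each gene lower after microbeads, and 75.4% of the called genes were higher, against 56.9% with age. Without the 1.5-fold minimum, 4372 genes were called after microbeads, and 54.2% of them were higher. No gene was called by edgeR with all 16 libraries, so that this ratio exists for the 14 libraries alone. Saline replicate 4 held 0.356 CPM of Alas2, 9.37 CPM of Beta-s, 13.3 CPM of Bpifb1, 4.74 CPM of Eef1a2 and 24.0 CPM of Clip2.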

**Figure 3:**
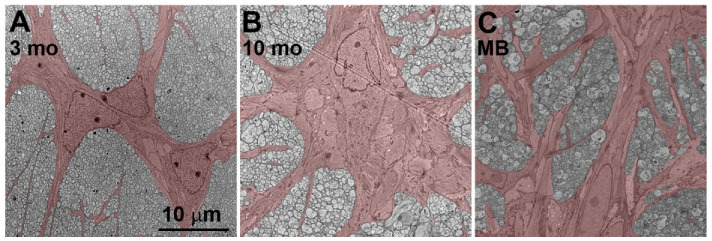
Astrocyte hypertrophy in glaucomatous and aged nerves. (**A**) Transmission electron microphotography of an optic nerve of a 3-month-old naïve C57bl/6 mouse in the coronal plane. The section was taken through the unmyelinated region of the nerve. Astrocyte cell bodies and processes are false-colored in red. (**B**) optic nerve in a 40-week-old naïve mouse. Astrocyte cell bodies and processes are notably enlarged. (**C**) optic nerve in a 3-month-old mouse, 1 month after microbead (MB) injection into the anterior chamber of the eye. Individual processes are 0.97 ± 0.18 µm in 3-month-old nerves, 1.07 ± 0.19 µm in 10-month-old nerves, and 1.16 ± 0.27 µm after microbead injection. Astrocyte processes in aged and glaucomatous mice are significantly different at *p* = 0.0014 and *p* < 0.001 between young and aged, and young and glaucomatous nerves, respectively. ANOVA followed by Tukey-Kramer test.

**Figure 4:**
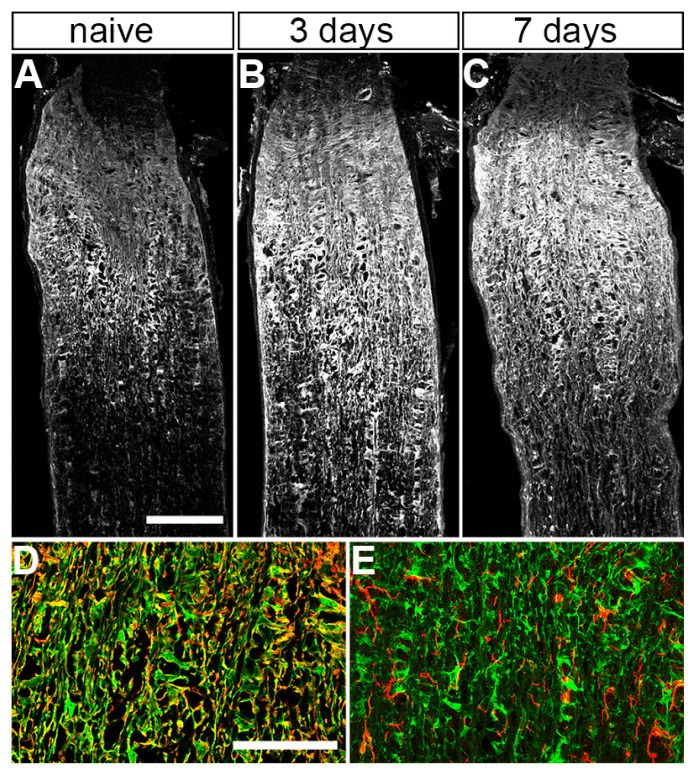
Apparent increase in staining for Galectin-3 after IOP elevation. (**A**) longitudinal section of a naïve optic nerve immunolabeled for Galectin-3. (**B**,**C**) 3 and 7 days after microbead injection. Galectin-3 staining is observed in the naïve control, but qualitatively appears to be up-regulated at 3 and 7 days. Scale bar for A-C, 100 μm. (**D**) higher magnification of an optic nerve 7 days after microbead injection stained for Galectin-3 (green) and the astrocyte marker GFAP (red). (**E**) higher magnification of a nerve 7 days after microbead injection stained for Galectin-3 and the microglia marker IBA1 (red). Scale bar for (**D**,**E**), 50 μm.

**Figure 5:**
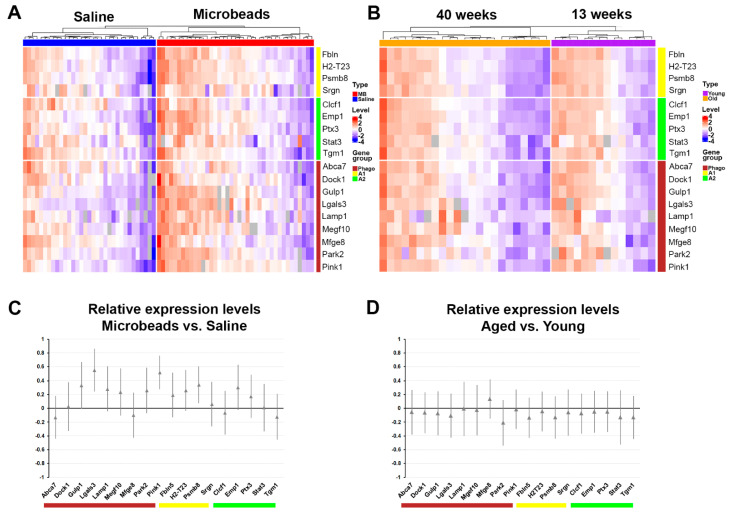
Single-cell qPCR of saline- vs. microbead-injected and young vs. aged astrocytes. (**A**) heatmap of normalized expression values in single, freshly dissociated astrocytes after microbead- or saline-injection. Rows represent genes (A1 reactivity markers (yellow bar) *Fbln5*, *H2-T23*, *Psmb8*, *Srgn*; A2 reactivity markers (green bar) *Clcf1*, *Emp1*, *Ptx3*, *Stat3*, *Tgm1*; phagocytosis-related markers (dark red bar) *Abca7*, *Dock1*, *Gulp1*, *Lgals3*, *Lamp1*, *Megf10*, *Mfge8*; mitochondrial degeneration markers *Park2*, *Pink1*). Columns represent individual astrocytes (*n* = 33 for the saline group (blue bar), *n* = 39 for the microbead group (red bar)). (**B**) heatmap of normalized expression values in single astrocytes from naïve 13-week (purple bar) or 40-week (orange bar) old C57bl/6 mice. Genes are the same as for A. Columns represent individual astrocytes (*n* = 14 for the 3-month group, *n* = 23 for the 9-month group). (**C**) Normalized expression levels for all cells from microbead-injected nerves compared to the population average. A value of 0 would indicate that the distribution of high-expressing and low-expressing cells are identical for the microbead-injected and control (saline) group. A value of 1 would indicate that all microbead-injected cells are in the high expressing group. For most genes, more astrocytes in the microbead-injected group are high-expressing; however, this reached significance (defined as the 95% confidence interval for the gene not containing 0) only for *Gulp1*, *Lgals3*, *Pink1*, and *Psmb8*. Grey bars represent 95% confidence intervals. (**D**) Same analysis as in C for 13-week and 40-week-old naïve astrocytes. No gene is expressed at a significantly higher or lower level in the older group (all confidence intervals include 0).

**Figure 6:**
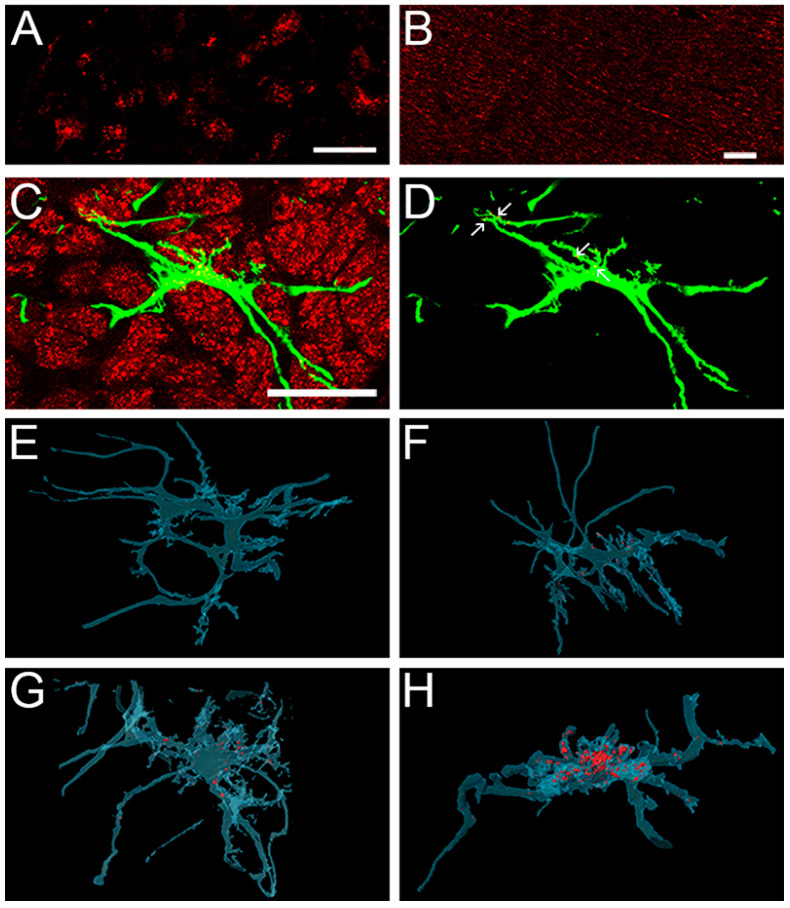
Distribution of axonal mitochondria in surrounding astrocytes. MitoTracker^TM^ Red FM labeling. (**A**) Whole mounted retina 4 days after injection of MitoTracker^TM^ Red FM into the contralateral superior colliculus. Retrograde axonal transported labeled mitochondria appear as puncta in the retina. Scale bar, 20 µm. (**B**) Longitudinal section of the optic nerve 4 days after injection of MitoTracker^TM^ Red FM. Scale bar, 20 μm. (**C**) Cross section of an optic nerve (unmyelinated region) with a single astrocyte expressing EGFP. Axonal mitochondria were labeled by injection of MitoTracker^TM^ Red FM into the contralateral superior colliculus. The majority of mitochondria does not co-localize with the astrocyte. Scale bar, 50 μm. (**D**) Same astrocyte after digitally removing all mitochondria signals that were not enclosed within EGFP^+^ astrocyte cytoplasm in all 3 dimensions. Several labeled mitochondria (arrows in (**D**)) are visible inside the astrocyte. (**E**–**H)** representative images of astrocytes with no incorporated mitochondria. (**E**), sporadic (**F**), moderate (**G**) and large amounts of mitochondria incorporation. The images were reconstructed using the Amira software package after digitally removing the mitochondria not incorporated into an EGFP^+^ astrocyte. The astrocyte is rendered transparent to show the mitochondria inside.

**Figure 7:**
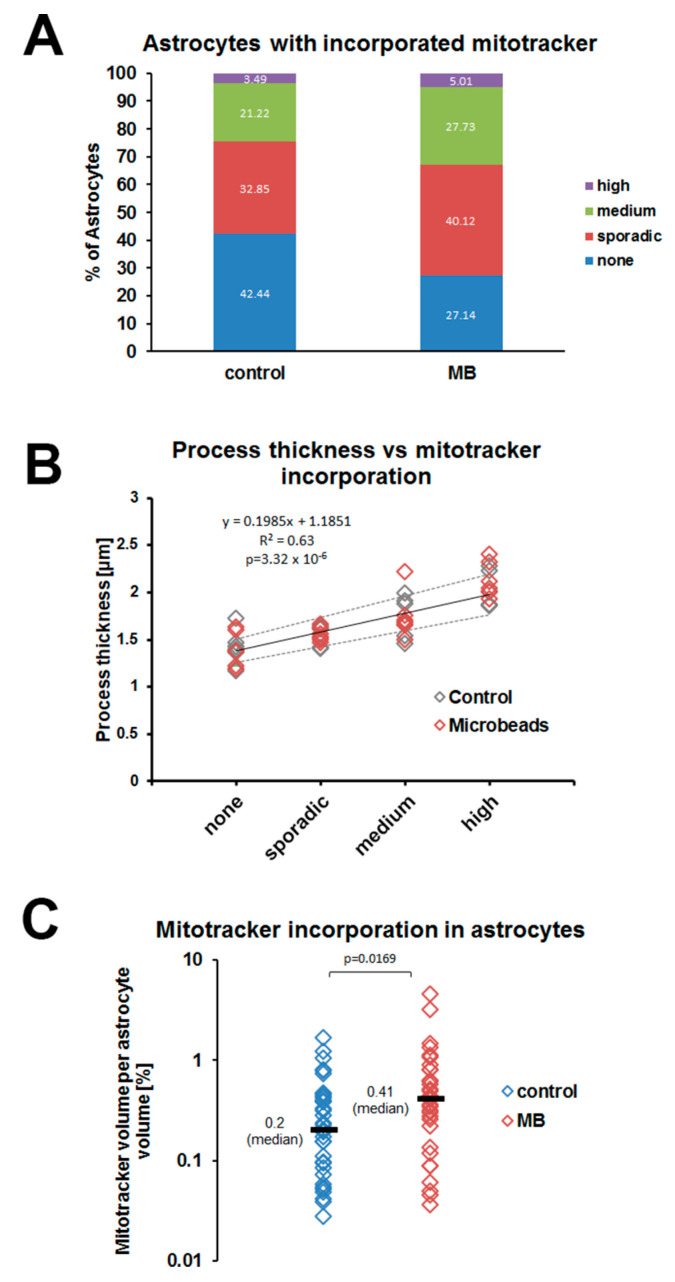
Quantification of mitochondria incorporation into optic nerve astrocytes. (**A**) percentages of astrocytes with no, sporadic, medium, and high incorporation of axonal mitochondria encountered in saline-injected and microbead-injected nerves. (**B**) Process thickness of astrocytes with no, sporadic, medium, and high incorporation of MitoTracker^TM^ Red FM. Process thickness was measured 10 μm distal to the soma in 6 astrocytes from each category in saline-injected (control, grey diamonds) and microbead-injected (red diamonds) nerves; in total *n* = 24 astrocytes in each group. Solid grey line shows the linear regression line based on the control cells. Dashed grey lines show 95% confidence intervals. There was no significant difference between astrocytes from control and injected nerves. (**C**) total MitoTracker^TM^ Red FM incorporation in astrocytes (in % of the total EGFP+ astrocyte volume) in saline-injected and microbead-injected (MB) nerves. Diamonds indicate individual cell measurement, Wilcoxon rank sum test.

**Table 1:** Ingenuity Pathway Analysis annotation of the major predicted up- and down-regulated pathways in microbead-injected nerves versus aged nerves.

Annotation	*p* Value	Direction	z Score
Formation of cellular protrusions	1.98 × 10^−9^	Increased	2.705
Development of neurons	1.01 × 10^−8^	Increased	2.441
Infection of cells	1.08 × 10^−6^	Increased	3.768
Sprouting	4.63 × 10^−6^	Increased	2.484
Cell movement of tumor cell lines	1.31 × 10^−5^	Increased	2.037
Branching of neurites	4.19 × 10^−5^	Increased	2.991
Cytostasis	0.000154	Increased	2.411
Inflammatory response	0.000213	Increased	3.093
Cell movement of phagocytes	0.000292	Increased	2.112
Nonhematologic malignant neoplasm	3.18 × 10^−33^	Decreased	−2.45
Development of genitourinary system	4.66 × 10^−7^	Decreased	−2.435
Neurodegeneration of cerebellum	5.49 × 10^−5^	Decreased	−2.8
Neurodegeneration of Purkinje cells	8.68 × 10^−5^	Decreased	−2.621
Abnormality of heart ventricle	0.000299	Decreased	−2.126

## Data Availability

Confocal image stacks are available at https://dataverse.harvard.edu/dataverse/astrocytes2019. RNA-sequencing data has been submitted to GEO (Accession number GSE139605).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12172131/s1, Table S1: Group Summaries for RNA-sequencing; Table S2: Primer Sequences; Figure S1: Schematic of the Optic Nerve; Figure S2: Principal Component Analysis; Figure S3: Intraocular Pressure.

# Supplementary material for: Astrocytes in the Optic Nerve Are Heterogeneous in Their Reactivity to Glaucomatous Injury
**Source:** Cells. 2023 Aug 23;12(17):2131. doi: 10.3390/cells12172131
**Supplement:** Supplementary file 1

Supplementary Materials

Supplementary Table S1: Group Summaries for RNA Sequencing

Group 1		13-week-young naïve		
Samples	Sample Number	RIN	Concentration	
1	YNR1	9.2	2298	pg/μl
2	YNR2	9.2	3469	pg/μl
3	YNR3	9.7	3859	pg/μl
4	YNR4	9.8	2498	pg/μl

Group 2		40-week-old naïve		
Samples	Sample Number	RIN	Concentration	
1	ONR1	9.5	26187	pg/μl
2	ONR2	9.8	11981	pg/μl
3	ONR3	9.7	14769	pg/μl
4	ONR4	9.9	12499	pg/μl

Group 3		4-week saline injection group		
Samples	Sample Number	RIN	Concentration	
1	4SR1	9.2	1170	pg/μl
2	4SR2	9.5	600	pg/μl
3	4SR3	9.3	543	pg/μl
4	4SR4	9.3	3115	pg/μl

Group 4		4-week bead injection group		
Samples	Sample Number	RIN	Concentration	
1	4BR1	9.1	2363	pg/μl
2	4BR2	9	4175	pg/μl
3	4BR3	9.2	3718	pg/μl
4	4BR4	9.3	3380	pg/μl

Supplementary Table S2: Primer sequences

	Forward	Reverse
Abca1	5'-gcttgttggcctcagttaagg-3'	5'-gtagctcaggcgtacagagat-3'
Abca7	5'-aattacacctatcgacggagaca-3'	5'-tgacggacagccactagga-3'
Clcf1	5'-gactcgtgggggatgttagc-3'	5'-ctaagctgcggagttgatgct-3'
Dock1	5'-caggaagcataaatacctcgcc-3'	5'-cagctcatccgattgtctttgt-3'
Emp1	5'-ttggtgctactggctggtct-3'	5'-cattgccgtaggacagggag-3'
Fbln5	5'-gcttgtcgtggggacatgat-3'	5'-tggggtagttggaagctggta-3'
Gapdh	5'-ggttgtctcctcgacttcaa-3'	5'-cctgttgctgtagccgtattcat-3'
Gfap	5'-cacgaacgagtccttagagc-3'	5'-atggtgatgcggttttcttc-3'
Gulp1	5'-acagaagtgtgagagatgctg-3'	5'-gcagttgtgtgaacctcctt-3'
H2-T23	5'-acagtcccgaaccagagtag-3'	5'-ccacgtagccgacaatgatga-3'
Lamp1	5'-cagcactctttgaggtgaaaaac-3'	5'-acgatctgagaaccattcgca-3'
Lgals3	5'-ggagaggggaatgatgttcct-3'	5'-tcctgcttcgtgttacacaca-3'
Megf10	5'-gaagaccccaacgtatgcag-3'	5'-cggtgcagcttgtgtagtaga-3'
Mfge8	5'-agatgcgggtatcaggtgtga-3'	5'-ggggctcagaacatccgtg-3'
Oaz1	5'-ccactgcttcgccagagag-3'	5'-ccccggaccaggttacta-3'
Park2	5'-tcttccagtgaaccaccgtc-3'	5'-ggcaggagtagccaagtt-3'
Pink1	5'-ttcttcgccagtcggtag-3'	5'-ctgcttcctcgtatcagcc-3'
Psmb8	5'-atggcggttactggatctgtgc-3'	5'-cgcgagaaaactgtagtgtcc-3'
Ptx3	5'-cctgcgatcctgctttgtg-3'	5'-ggtgggatgaagtccattgtc-3'
Srgn	5'-ctcgcttcgtcctggttt-3'	5'-cctcgatgcagttcgaaaaa-3'
Stat3	5'-caataccattgacctgccgat-3'	5'-gagcgactcaaactgcctt-3'
Tgm1	5'-tctgggctcgttgttggtg-3'	5'-aaccagcattccctctcgga-3'

Supplementary Figure S1: Schematic of the optic nerve

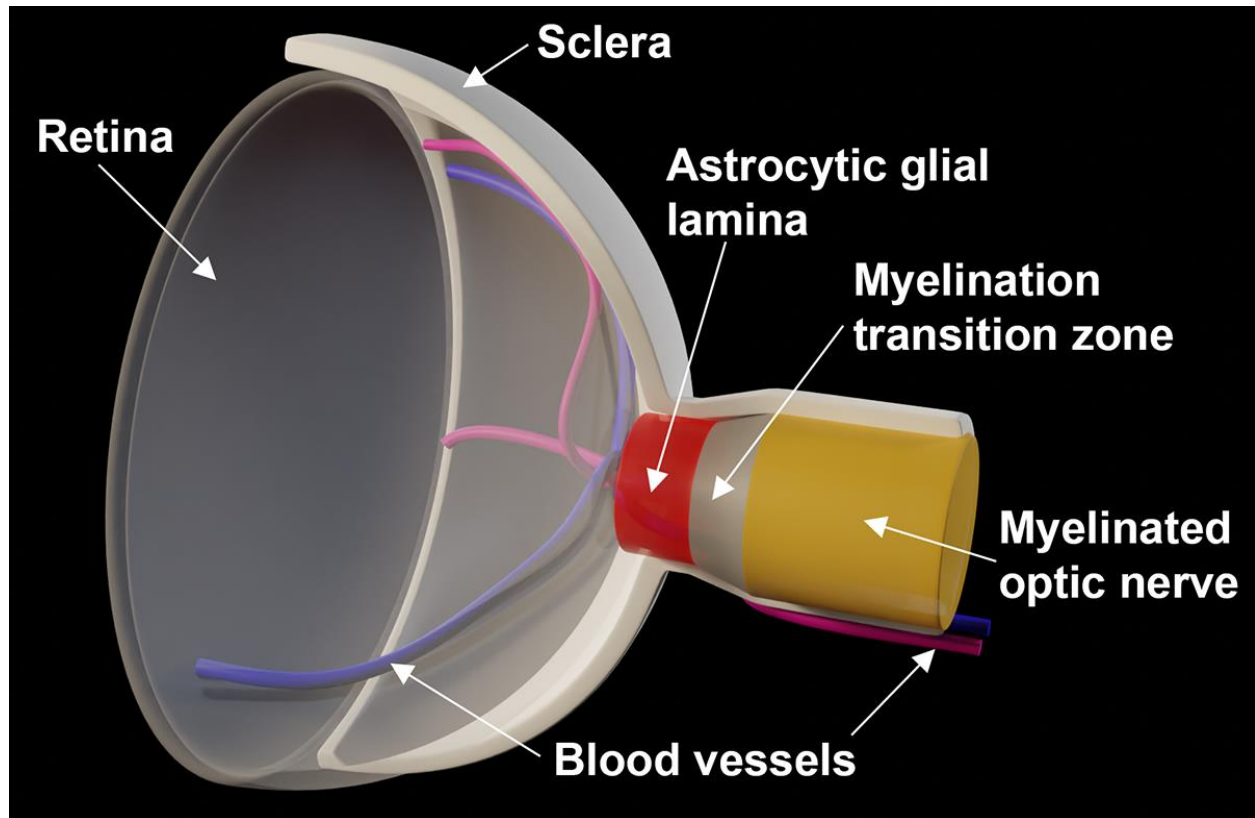

Supplementary Figure S2: Principal Component Analysis

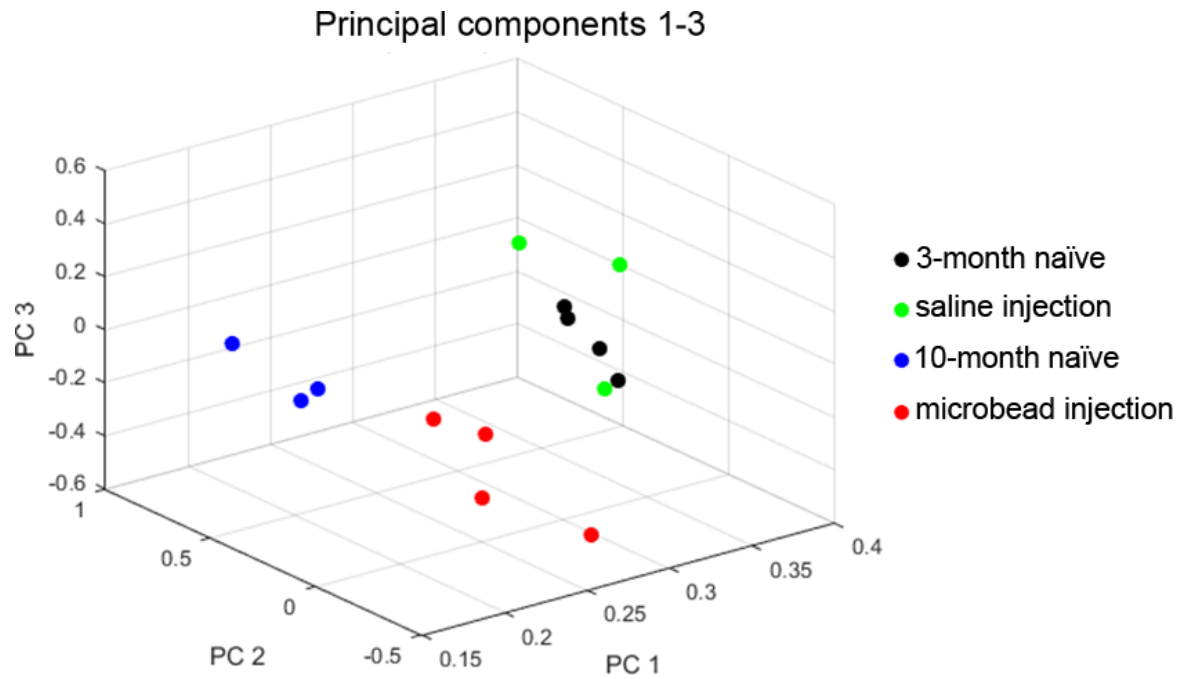

Scatter plot of the first 3 components, Principal Component Analysis of differentially expressed genes in microbead-injected nerves (red symbols), saline-injected nerves (green), young naïve nerves (black), and aged naïve nerves (blue).

Supplementary Figure S3: Intraocular pressure (IOP) after microbead injection

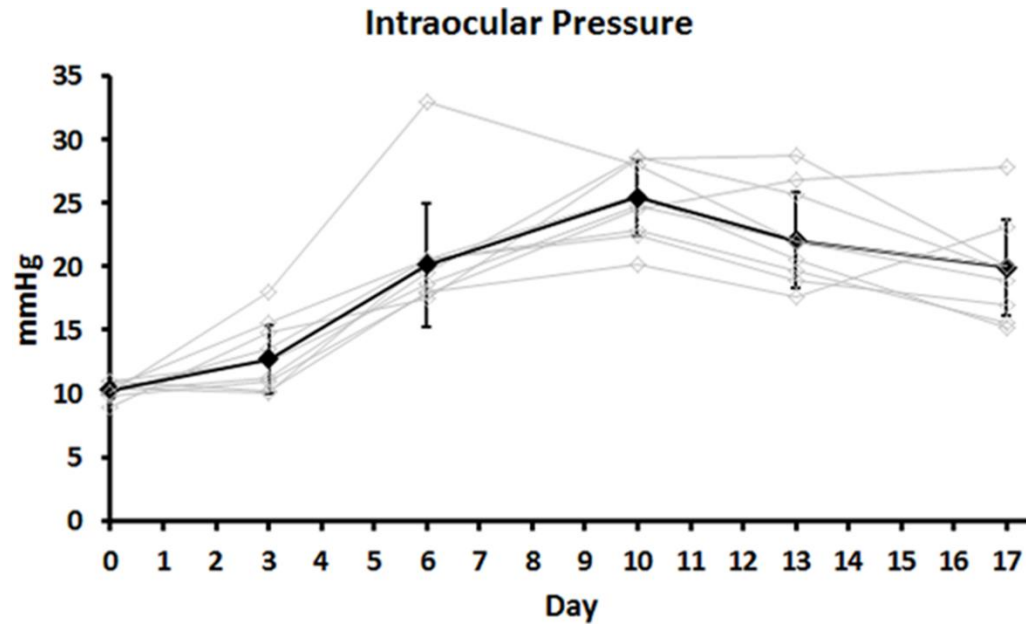

IOP curves after microbead injection into the anterior chambers of B6.*hGFAPpr::EGFP* mice. Thin grey lines represent individual eyes, and the bold black line shows the population average. Error bars represent the standard deviation.

How the deposited data were processed for this re-analysis (not part of the article)

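The data cover RNA of the unmyelinated optic nerve head of C57bl/6 mice in 4 groups: naïve mice of 13 and 40 weeks, and mice of 13 weeks examined 4 weeks after injection of saline or microbeads into the anterior chamber. Each group has 4 libraries, and each library pools 4 nerves from as many mice. Library totals lay between 6213789 and 10726122 counts. Libraries were made with the SMARTer Ultra Low Input kit, which does not record the strand. The authors aligned the reads to UCSC mm10 with STAR 2.3.0 and made the count values with featureCounts; the versions of featureCounts and DESeq2 and the gene annotation are not given in the sources used here. The count table is deposited as whole, unnormalized counts per gene with the summed exon length of each gene. The authors' deposited comparison tables also hold signal values, which are counts divided by 1 size factor per library. In the same tables the p-value is the authors' unadjusted t-test, the ratio is the fold between the averages of the groups, and the log2 value is the authors' binary logarithm of that ratio. All values here start from the deposited counts, and the comparison tables were used to identify the libraries the paper kept and for the differences listed at the end.

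The comparison tables hold young naïve libraries 1 to 4, aged libraries 1, 3 and 4, saline-injected libraries 1 to 3 and microbead-injected libraries 1 to 4. These 14 libraries are the main set, and each comparison was repeated with all 16 libraries, which add aged replicate 2 and saline replicate 4. Tests, comparisons, gene lists, the rule for naming genes and the alternatives were chosen before the data were examined, except where the text says otherwise. The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Counts were filtered with filterByExpr, normalized by TMM and tested with the robust quasi-likelihood test of edgeR in 1 model of all 4 groups, with p-values adjusted by Benjamini-Hochberg. A called gene had a fold change of at least 1.5, p under 0.01 and adjusted p under 0.05, the thresholds the paper states. The difference between the responses to microbeads and to age was tested in the same model. Gene lists, 38 with at least 2 genes measured, were tested with camera of limma on voom values with a preset correlation of 0.01, and again with an estimated correlation, each adjusted over the lists of a comparison. Shared genes were tested with Fisher's exact test. Distances between libraries and principal components used log2 CPM with a prior count of 2. Single values per library, such as RNA concentration, were compared by exact permutation.

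In each comparison the text names the genes with the largest changes (10 in each direction, with groups that do not overlap and a mean count of at least 50), the genes the paper names and up to 4 members of each list with the smallest p-values. The paper's genes were known from its text beforehand. The alternatives were other size factors, no or a stricter filter on low counts, DESeq2 in place of edgeR, only the groups compared, no minimum fold change, all 16 libraries, the replicate number as a block, those of the 14 libraries with the same library code, and leaving out each library in turn. Added after the data were seen was a correction that removes each library's trend with gene length (loess, span 0.5); another alternative added then and some single genes are not reported here. A term that divided all libraries by their level of Lars2 was also tried and dropped, since it groups libraries by a measured value. The procedure was tested on simulated data before use: with 14374 genes in the microbead and saline groups, 26 of 64 genes changed 1.5-fold, 59 of 73 changed 2-fold and 58 of 63 changed 4-fold were called. The electron microscopy, single-cell PCR, immunostaining and IOP measurements of the paper, and its pathway software, were not used here.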

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

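The 2 gene length tests, the tests for a mislabelled library, for a response to IOP and for aged or male tissue, the splits of all 16 libraries and the gene length correction were chosen only after the results were seen. A library far from the other 3 of its group, a difference between groups and a signal in libraries the paper did not analyse brought a result into this part. Of 96 groups of 4 libraries tested over 24 measures, 19 had a library far from the others. About 1 in 20, or 4.8, would be expected for independent, normally distributed measures. These measures are not, and 1 of the 19 is Crisp1 in young library 2, at 0.113 CPM where the other young libraries had none. The left-out libraries hold 4 (saline replicate 4) and 3 (aged replicate 2) of the 19, all of them in Lars2, Mir5109, Crisp1 or the correlation with gene length.

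In saline replicate 4, a library the paper left out, Lars2 was at 5568 CPM and Mir5109, a microRNA gene, at 146 CPM. Its correlation of gene length with level relative to the young libraries was 0.466. Over the genes called after microbead injection it lay at 1.02 on the scale from saline replicates 1 to 3 (0) to microbead-injected libraries (1). With each library's length trend removed, saline replicate 4 still lay at 0.995 over 974 genes called after that correction. For those genes alone this argues against gene length as the whole cause, and genes that lost the call are not covered. Saline replicates 1 to 3 lay at 0.0571, -0.0547 and 0.00594, but they define 0 on this scale, so their places were fixed in advance. The tables also argue against GC content, whose rank correlation with the log2 fold change after microbeads was 0.0447. A first criterion for gene length, the share of calls kept (758 of 1810), would have favoured it and was replaced after it was seen. A mislabelled library stays open: the distance of saline replicate 4 from the mean microbead profile was 0.308 (log2, root mean square), against 0.348 to 0.376 (SD 0.0123) for the microbead-injected libraries from the mean of the other 3; these lay further (0.502 to 0.548) from the mean of saline replicates 1 to 3, which argues against an exchange between the groups but not against a single wrong label. Whether the genes called after microbeads respond to raised IOP stays open, since a saline library at 1.02 argues against it only if its label is right; aged naïve replicates 1, 3 and 4, without injection, lay at 0.982, 1.08 and 1.13, so these levels also occur without microbeads. A mislabelled library and a saline-injected nerve with an unusual response cannot be told apart from these values: Crisp1 was at 28.1 CPM in it and at most 1.24 CPM in the microbead-injected libraries, the paper shows no IOP increase after saline, and the IOP of these mice was not used here.

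In aged replicate 2, the other library left out, Lars2 was at 676 CPM, Mir5109 at 16.7 CPM and the correlation with gene length was -0.246. Of 166 named genes, 22 lay far from the other aged libraries in it, and 16 lay far from the other saline libraries in saline replicate 4. Some of these genes were named for their change in fits without these libraries, so part of this is built in. Over the genes called both with age and after microbeads, aged replicate 2 lay at 0.159 between young (0) and aged (1). Its place was 0.377 over all 3856 genes called with age and 0.498 over the 2717 called with age alone. All these genes were called without this library. Lars2, Mir5109 and the gene length trend part aged replicates 1, 3 and 4, saline replicate 4 and the microbead-injected libraries from the other 8 libraries, and the library codes do not follow this division. The ribosomal RNA gene Rn45s was at 2197 to 4818 CPM in the libraries named. It was at 3025 CPM in aged replicate 2, which breaks the division, and at 631 to 1974 CPM in the young libraries and saline replicates 1 to 3. Crisp1, an RNA of the epididymis, followed the division in its counts. Aged replicates 1, 3 and 4 held 212, 93 and 42 counts, saline replicate 4 held 237, and microbead-injected libraries 1 to 4 held 2, 2, 7 and 13. Aged replicate 2 and saline replicates 1 to 3 held 0, and young library 2 alone of the young libraries held 1. That goes with a difference in handling along the division, though the counts after microbeads are few. A processing difference along the division would by itself give shared calls and correlated responses to age and microbeads, and cannot be told apart from them here. The paper states, though, that microbead and saline nerves were handled in parallel, and no label names such a difference. With the length trend removed 2423 of the 3856 genes called with age (62.8%) were still called in the same direction and 0 in the opposite one, which argues against this trend as the cause for those genes. For the others it cannot be told apart from age, since it moves with the groups. Over all 3856 genes the median log2 fold change in size went from 0.87 to 0.72, with a median standard error of 0.147 and 0.140. These medians include the genes still called, so they do not show why the others lost the call. A GC trend was also undecided (rank correlation -0.102), and the biological difference of age itself stays open.

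Crisp1 RNA of the epididymis was at 25.0, 11.3 and 6.05 CPM in aged replicates 1, 3 and 4 and at 28.1 CPM in saline replicate 4, against 0.113 CPM in young library 2, the only young library with a count. Microbead-injected libraries 1 to 4 held 0.262, 0.212, 0.710 and 1.24 CPM, and saline replicates 1 to 3 held no count. Aged or male tissue of the nerve itself is argued against, since a saline-injected library held the highest level (28.1 CPM), aged replicate 2 held no count, and each pool has 2 males. RNA or reads from an epididymis sample may be the source: the summed CPM of epididymal genes held out from the search was at least 2.59 in each of these 4 libraries and at most 2.25 in the other 12. That margin is small and rests mostly on Wfdc13, with 72 counts in the 4 libraries and 5 in the others, while Rnase10 and Defb25 of the same list had counts in 15 of the 16 libraries.

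Further libraries far from the other 3 of their group are given as values. Saline replicate 2 had 10258288 total counts, and microbead replicate 4 had 16847 genes detected. Photoreceptor markers summed to 3660.4, 9486 and 2049.9 CPM in aged replicate 1, saline replicate 2 and microbead replicate 4. Microglia markers summed to 2507 CPM in microbead replicate 4, and ganglion cell and neuron markers to 475 CPM in microbead replicate 2. Skeletal muscle markers summed to 95.9 CPM in young library 2. Blood markers summed to 15.7 CPM in aged replicate 4 and 12.8 CPM in microbead replicate 1, and leukocyte markers to 27.8 CPM in aged replicate 4.

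The difference between the responses to microbeads and to age passed the edgeR test for 1105 genes. Over 100 splits of the 14 libraries, 2 called as many, the real one included, and with all 16 libraries 1 of 100 did (538 genes, highest other 0). These splits mix the age labels as well as the injection labels, which also removes the effect of age itself. They therefore cannot decide whether chance explains the difference between the responses. The highest other split of the 14 called 1287, more than the real one; in it saline replicate 2 and microbead replicate 2 change places, and aged and young labels were drawn as well. Over the 14 libraries, for aged against young nerves 1 of 35 splits called as many genes as the 3856 called, with 2072 in the highest other split; for microbead against saline 1 of 35 (1810, highest other 884), and for microbead against aged 1 of 35 (1578, highest other 725). With all 16, 1 of 35 did so for aged against young nerves (2836, highest other 970) and 1 of 35 for microbead against aged (1441, highest other 2). That argues against chance for these comparisons but does not exclude it. A share of 1 in 35 is the smallest that 35 splits can give, and it was not adjusted over the comparisons. For microbead against saline the splits do not decide it, since the 14 libraries lack the saline library that lay with the other group, and with all 16 the highest other split called 156 while edgeR called 0 genes between microbead and saline (2772 at an unadjusted p under 0.05; DESeq2, run on the 14, called 1815). For saline against young nerves the splits do not argue against chance, since 5 of 35 splits called at least the 1 gene called by edgeR. The highest other split called 60, which also points to a structure of the samples besides the groups.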

How the results depend on the processing

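The gene length correction was added after the data were seen. The counts called with age, after microbeads and in microbead against aged nerves stayed within 1.5 times under other size factors, no or a stricter low-count filter, DESeq2 and only the groups compared. Without a minimum fold change 6196, 4372 and 3517 genes were called, a wider set by construction. With all 16 libraries edgeR called 0 genes after microbeads (2772 at an unadjusted p under 0.05; DESeq2, run on 14 libraries, called 1815) and 538 genes with different responses. The gene length correction left 980 genes after microbeads. For saline against young nerves edgeR called 3 with RLE, 7 with no filter, 4 with a stricter filter and 3 without a fold minimum, DESeq2 called 54, and 0 passed in edgeR with all 16 libraries, the length correction or only the groups compared (795, 1621 and 1725 at an unadjusted p under 0.05). The correlation of the responses was 0.27 with no filter, 0.44 with all 16 libraries, 0.52 with the length correction and 0.32 with DESeq2. The distance of microbead from aged over that from saline libraries, 0.573, was 0.963 as Euclidean distance and 0.881 with all 16 libraries. The cause was not tested.

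Leaving out 1 library at a time gave 3277 to 4012 genes with age, 1683 to 1957 after microbeads, 997 to 1726 for microbead against aged nerves, 0 to 90 for saline against young nerves and 673 to 1330 with different responses. The lowest counts for microbead against aged nerves and for different responses came without aged replicate 4, and the 90 without saline replicate 1. The share of shared higher genes was 62.0 to 69.8%, the correlation 0.51 to 0.63 and the distance ratio 0.442 to 0.647. Lists passing were 9 to 12, 7 to 11 and 11 to 17.

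With an estimated correlation, camera passed 0 lists with age, 0 after microbeads and 0 in microbead against aged nerves, against 10, 9 and 11 with the preset correlation. Cytosolic ribosomal proteins reversed: camera gave them lower levels after microbeads (adjusted p = 0.0398) and higher levels with the gene length correction (adjusted p = 0.00691), with 0.00552 to 0.503 over leave-one-out fits. The cause was not tested.

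The numbers of replicates do not pair the libraries: only 4 of 14 correlate best with a library of their own number. With a replicate block edgeR called 3862 genes with age, 1675 after microbeads, 1546 for microbead against aged nerves, 1 for saline against young nerves and 969 with different responses.

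Of 5893 values of named genes under alternatives, 5590 kept direction and side of the threshold, 229 lost the call, 53 gained it, 21 moved and 0 reversed; 74 of the lost calls came with all 16 libraries.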

Differences from the paper's values

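The gene length correction was chosen as an alternative only after the values were seen. The paper states about 30 M reads per sample, and the deposited counts sum to 8.67 M per library on average; reads that align to no gene or to several are not among counts, so these measures are related but not the same, and no alternative bears on it. The paper's Fig. 2B shows about 270 genes lower after microbeads, read by eye, and 445 were called here. Of the alternatives set before the data were examined, the replicate block (389), libraries with the same library code (340) and leaving out saline replicate 1 (373), microbead replicate 2 (395) or microbead replicate 4 (369) come within 1.5 times of the paper's value. The other alternatives do not: the size factors, filters, DESeq2, only the groups compared, no minimum fold change, all 16 libraries and leaving out any other library. The gene length correction, chosen after the values were seen, also comes within 1.5 times (217 genes lower) but drops 220 of the 274 genes lower in the authors' deposited table.

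The paper states that 77.9% of the genes higher after IOP elevation are also higher in aged nerves, and 66.2% were here, within 1.5 times of it. No alternative reached the paper's value: the share lay between 62.0% and 70.3%, and the authors' deposited tables share 580 of 961 (60.4%). In the tree of the paper's Figure 2A the microbead group joins the young and saline groups before the aged group, whereas in every setting run on the 14 libraries the microbead-injected libraries joined the aged ones first; by Euclidean distance they lay nearly as far from aged (47.5) as from saline-injected libraries (49.3) and nearer to young ones (46.3). The authors' deposited table lists 10 genes between saline-injected and young nerves, 0 of which edgeR called here (1744 genes at an unadjusted p under 0.05; DESeq2 called 54).

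The paper names the endothelin-1, interleukin-6 and Stat3 pathways among those changed alike with age and after IOP elevation. Camera of limma with a preset correlation passed the endothelin list after microbeads (adjusted p = 0.0190, and adjusted p = 0.365 with an estimated correlation) but not with age (adjusted p 0.0882 to 0.155 over leave-one-out fits), and it passed the interleukin-6 and Stat3 list in neither (0.185 to 0.341 with age and 0.0634 to 0.306 after microbeads). Called members of both lists were mostly higher in both comparisons, while Edn1 itself was lower after microbeads (log2 fold change -0.78). For protrusions and sprouting the paper names pathways activated in glaucomatous against aged nerves; here the list did not pass in that comparison in the 14 libraries (camera, adjusted p 0.167 to 0.419 over leave-one-out fits). It passed with all 16 libraries (0.0494) and in the test of the difference between the responses (0.0359), both with a preset correlation; with an estimated correlation both were lost (camera, adjusted p = 0.624 and 0.631).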

Other observations

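No hypothesis was tested in this part, and the tests of lists and genes in it were set beforehand. In whole nerve heads, Gulp1, an adaptor of phagocytosis, was at 62.5 ± 3.69 CPM after microbeads and 53.7 ± 3.01 CPM after saline (log2 fold change 0.22, adjusted p = 0.113 from edgeR), and Lgals3, which encodes galectin-3, at 438 ± 70.0 CPM and 541 ± 41.3 CPM (-0.30, adjusted p = 0.104 from edgeR). With age Gulp1 rose (0.59, adjusted p = 0.000130 from edgeR) and Lgals3 fell (-0.97). The paper measured these genes in single astrocytes 2 weeks after injection, which these pooled nerves do not resolve. Abca1, a lipid transporter, was at 84.2 ± 9.77 CPM in young and 167 ± 32.1 CPM in aged nerves (0.98), and after microbeads its log2 fold change was 0.55, under the 1.5-fold minimum. The engulfment genes Lrp1 (0.81) and Dock1 (0.60) rose after microbeads, and Megf10 had 0.48, not called. Of the 8 phagocytosis genes the study chose, which are not independent evidence, 3 were higher and 3 lower with age, and 2 were higher and 0 lower after microbeads. With all 16 libraries in the fit Gulp1 did not pass with age (log2 fold change 0.47), nor did Lrp1 (0.54) or Dock1 (0.41) after microbeads; saline replicate 4 held 605 CPM of Lrp1, 66.5 CPM of Gulp1 and 331 CPM of Lgals3.

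Pkd1, the mechanosensor polycystin-1, rose with age from 100.4 ± 9.60 CPM to 449.8 ± 87.4 CPM (log2 fold change 2.16) and after microbeads from 95.3 ± 11.4 CPM to 186 ± 21.2 CPM (0.97). The cation channels Trpc1 (1.10) and Trpm4 (1.05) rose with age. Of 16 mechanosensitive channel genes 5 were higher and 0 lower with age (camera, adjusted p = 0.0328, and adjusted p = 0.512 with an estimated correlation), and 2 were higher and 0 lower after microbeads (camera, adjusted p = 0.00762, and adjusted p = 0.365 with an estimated correlation). Saline replicate 4 held 217 CPM of Pkd1 and aged replicate 2 244 CPM.

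RNA concentration was 3409 ± 769.7 pg per µl (SD, n = 4) in microbead-injected and 771 ± 347 pg per µl (SD, n = 3) in saline-injected samples (exact permutation p = 0.0286, the smallest it can give; adjusted over 30 tests p = 0.0857). Aged samples had 17818 ± 7336 and young samples 3031 ± 753 pg per µl. Saline replicate 4 had 3115 pg per µl.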
